# TRPS1 maintains luminal progenitors in the mammary gland by repressing SRF/MRTF activity

**DOI:** 10.1186/s13058-024-01824-7

**Published:** 2024-05-03

**Authors:** Marie Tollot-Wegner, Marco Jessen, KyungMok Kim, Adrián Sanz-Moreno, Nadine Spielmann, Valerie Gailus-Durner, Helmut Fuchs, Martin Hrabe de Angelis, Björn von Eyss

**Keywords:** TRPS1, YAP/TAZ, SRF, Mammary gland homeostasis, Luminal progenitor, Breast cancer

## Abstract

The transcription factor TRPS1 is a context-dependent oncogene in breast cancer. In the mammary gland, TRPS1 activity is restricted to the luminal population and is critical during puberty and pregnancy. Its function in the resting state remains however unclear. To evaluate whether it could be a target for cancer therapy, we investigated TRPS1 function in the healthy adult mammary gland using a conditional ubiquitous depletion mouse model where long-term depletion does not affect fitness. Using transcriptomic approaches, flow cytometry and functional assays, we show that TRPS1 activity is essential to maintain a functional luminal progenitor compartment. This requires the repression of both YAP/TAZ and SRF/MRTF activities. TRPS1 represses SRF/MRTF activity indirectly by modulating RhoA activity. Our work uncovers a hitherto undisclosed function of TRPS1 in luminal progenitors intrinsically linked to mechanotransduction in the mammary gland. It may also provide new insights into the oncogenic functions of TRPS1 as luminal progenitors are likely the cells of origin of many breast cancers.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13058-024-01824-7.

## Background

Tricho-Rhino-Phalangeal Syndrome 1 (TRPS1), the only repressor in the GATA family of transcription factors, was originally identified as a regulator of skeletal and cartilage development. Mutations in the *TRPS1* gene cause the autosomal dominant TRP syndrome characterized by skeletal and cranofacial anomalies that are also observed in mice mutants [1]. *Trps1* knockout mice or *Trps1* loss of function mutants lacking the GATA domain die shortly after birth due to respiratory distress caused by malformations of the rib cage [2, 3]. Recently additional functions for TRPS1 have been uncovered in the development of the mammary gland. There, TRPS1 is required for the initial branching of the mammary ducts at puberty but also plays a crucial role in the lactogenic differentiation during pregnancy [4].

It is now well established that TRPS1 can act as a context-dependent oncogene in several breast cancer subtypes [4–7]. In cancer cells, TRPS1 recruits repressor complexes to enhancer sites which is critical for cancer cell proliferation [5, 8]. In particular, TRPS1 represses the activity of the Hippo pathway transcriptional co-activator Yes-associated protein (YAP) to promote immune evasion [5]. TRPS1 also modulates ER binding at enhancer sites to promote ER-dependent cell proliferation [8]. The *TRPS1* gene is amplified in about 28% of breast tumors which is associated with poor survival prognosis [5]. TRPS1 activity is particularly high in Luminal B and Basal-like breast cancers which are the most aggressive subtypes [5, 9]. In contrast, in Invasive Lobular Carcinoma (10–15% of BC), TRPS1 can also act as a tumor suppressor, in this case it’s the loss of TRPS1 that, associated to loss of E-Cadherin, drives tumor growth [4]. Therefore, understanding the molecular circuits that determine whether TRPS1 has pro- or anti-oncogenic properties is an important issue.

Breast cancer originates in the mammary gland epithelium, which is composed of two cellular lineages, Keratin8-positive (Krt8^pos^) luminal cells and Keratin14-positive (Krt14^pos^) myoepithelial cells forming respectively the inner and outer layer of the mammary ducts. During lactation, the luminal lineage gives rise to milk secretory cells while the contractile basal cells enable milk expulsion. An expansion of aberrant luminal progenitors expressing basal markers is induced by aging or at a young age in BRCA1^mut^ and BRCA2^mut^ carriers [10]. These aberrant progenitors are believed to be the cells of origin of most breast cancer types, and their expansion dramatically increases the risk to develop breast cancer [10–14].

Various regulators have been shown to control lineage commitment and differentiation in the mammary epithelium. Among them, the hippo transducer TAZ promotes the commitment to the basal lineage. Forced expression of TAZ in luminal cells induces them to adopt basal characteristics and depletion of TAZ in basal cells leads to luminal differentiation [15]. In the luminal lineage Elf5 is exclusively expressed in the luminal progenitors of the resting mammary gland and induces the differentiation into milk-secretory cells during pregnancy. Stat5 is specifically involved in the maintenance and regeneration of the luminal progenitors [16] and Gata3 promotes their differentiation into luminal alveolar cells [17, 18]. Similarly, TRPS1 activity is restricted to the luminal population [4] besides its critical role in lactation, the function it fulfils in the healthy resting mammary gland has not yet been studied. Yet this knowledge would be essential to evaluate whether it could be a future target for cancer therapy.

With this in mind, we set out to investigate the function of TRPS1 in the homeostasis of the adult mammary epithelium. Using a ubiquitous depletion mouse model where long-term depletion does not affect fitness, we show that TRPS1 activity is essential to maintain a functional luminal progenitor population. Besides the direct repression of YAP/TAZ targets, TRPS1 is required to repress an SRF/MRTF transcriptional program since elevated activity of the mechanosensitive SRF/MRTF circuitry is sufficient to inhibit progenitor function. This repression is indirect and involves a set of TRPS1-regulated genes encoding RhoA modulators. Our work uncovers a hitherto function of TRPS1 in luminal progenitors which is intrinsically linked to mechanotransduction in the mammary gland. It also provides new insights into the oncogenic functions of TRPS1.

## Methods

A list of reagents (antibodies, chemicals, cytokines, commercial kits) is provided in Additional file 8: Fig. S7. For a detailed description of the experimental procedures including the phenotypic analyses carried out at the german mouse clinic, western blotting, Immunofluoresence, qRT-PCR, RNA-Seq and CUT and RUN See Additional file 8: Fig. S1.

### Mice

CAG-lsl-RIK, TRE-tGFP-shTrps1#1, shTrps1#2 or shRenilla [19] (Premsrirut, 2011), and CAG-rtTA3 mice lines were obtained from the Mirimus Company (NY, USA). The shRNA sequences can be found in Additional file 8. Details about the husbandry and the breeding of experimental animals can be found in Additional file 8: Figs. S1 and S2. Mice were used for experiments within an age range of 12 to 20 weeks. To induce shRNA expression, the animals were fed with doxycycline-supplemented food (ssniff-Spezialdiäten company, Germany).

### Sorting mammary epithelial cells by flow cytometry

The mammary gland epithelial cell isolation method is described in detail in Additional methods. Mammary gland cells were incubated with a mixture of biotin-conjugated lineage antibodies (anti-TER-119, anti-CD31 and anti-CD45, see Additional file 6 : Table S5). After washing in PBS 2% FBS, the cells were stained with fluorophore conjugated antibodies (PE-Anti-mouse EpCAM, APCFire750- anti-mouse CD49f and APC-anti -ckit, PEvio770-anti mouse CD14) and strepatavidin-eFluor450 (Additional file 6: Table S5). For flow cytometric analysis and sorting, stained cells were washed twice, resuspended in PBS 2% FBS, filtered (40 µm cell strainer) and 1 μM SYTOX Blue dead cell stain (Thermo Fisher Scientific) was added. For further details about the sorting procedures see Additional Methods and Additional file 8: Figs. S4, S9 and S11.

### CITE-Seq

Mammary gland cells were isolated as described in Additional Methods, section CITE-Seq. 0.5 ug of each Total Seq antibodies (anti-EpCAM and anti-CD49f, Additional file 6: Table S5) was added to the cell suspension and the samples were incubated 30 min at 4 °C. Cells were washed in PBS + BSA 2% + Tween 20 0,01%, counted and adjusted to a concentration of 1000 cells/ µL. Cells were subjected to the Chromium single cell 3’ assay v3 (10X Genomics) as recommended by the manufacturer. After cDNA amplification, ADT-derived cDNAs and mRNA-derived cDNAs were separated based on their size using 0.6 × AMPure XP Beads (Beckman Coulter). The mRNA-derived cDNAs contained in the bead fraction were further processed following the standard 10X Genomics protocol in order to generate single-cell (sc)RNA libraries. The ADT-derived cDNAs contained in the supernatant were further purified (see Additional Methods) and used as template in a PCR reaction with the NEBNext® High Fidelity Master Mix (NEB), a Truseq small RNA RPIx (containing i7 index) primer and the 10X Genomics SI-PCR primer (see Additional file 6: Table S6) to generate the ADT sequencing library. The scRNA-Seq libraries and the ADT libraries were then sequenced together on an Illumina NextSeq500 platform (details Additional file 9 in additional methods).

### Mammary gland organoids isolation and cultivation

Freshly isolated mouse mammary gland tissue was finely chopped and digested in 2.5 mL of Leibovitz's L-15 Medium (Thermo Fisher Scientific) supplemented with 3 mg/mL Collagenase A and 1.5 mg/mL Trypsin in a GentleMACS™ Octo dissociator (Miltenyi) for 1 h at 37 °C, 100 rpm. After centrifugation, the cell pellet was resuspended in DMEM/F12 medium, filtered (70 µm cell strainer) and centrifuged again. Cells were resuspended in Matrigel (Corning) dispensed in 10 µL-drops in a 48-well plate and cultured in Organoid medium (DMEM/F12 + Glutamax with addition of 1X N-2 Supplement, 1X B27 Supplement, 100 ng/mL Neuregulin, 100 ng/mL Noggin and 100 ng/mL R-spondin) at 37ºC, 5% CO_2_. Organoids were passaged every 2 to 3 weeks. Details about passaging and dissociating organoids are provided in Additional methods.

### Material for qRT-PCR and RNA-Seq

For qRT-PCR, 3000 sorted luminal progenitor/mature cells and about 50,000 isolated mammary organoid cells were used per sample for RNA extractions (Additional file 8: Fig S6). RNA from Luminal mature and progenitor cells was amplified using the "NEBNext® Single Cell/Low Input cDNA Synthesis & Amplification" (NEB). For RNA-Seq 20,0000 to 50,000 sorted basal and luminal cells from the shTrps1 ubiquitous mouse model (Additional file 8: Fig S4) and about 1,000 to 15,000 sorted GFP^+^ mKate2^+^ sorted luminal cells from the ShTrps1 luminal -specific mouse model (Additional file 8: Fig. S5) were used for RNA isolation and subsequent library preparation. For CUT and RUN, 200,000 sorted luminal cells from wild type mouse were usd per reaction.

### Colony forming assay

Luminal or luminal progenitor cells were isolated from mouse mammary glands and sorted in 96-well plate filled with 5% FBS EpiCULT full medium (STEMCELL Technologies). 500 luminal cells or 200 luminal progenitors were then transferred to a 48-well plate previously seeded with 10,000 NIH3T3 irradiated feeder cells per well and incubated at 37 °C, 5% CO_2_. 24 h later the medium was exchanged for EpiCULT full medium without FBS. When needed, doxycycline (10 µg/mL), ethanol (1:1000), cytochalasin D (0.2 μM) or the ROCK inhibitor Y-27632 (10 μM) were added to the medium. Cells were incubated for 7 days and medium was exchanged every 2–3 days. Colonies that ultimately formed were fixed for 1 min in methanol and stained in 10% Giemsa staining solution for 20 min.

### scATAC-Seq

Nuclei suspensions from 60,000 cells isolated from mammary gland organoids were processed using the 10 × Genomics Chromium Controller and Chromium Next GEM Single Cell ATAC Reagent Kits v2 according to the manufacturer’s protocol (CG000496). 7600 nuclei were loaded onto the Chroimium Controller to recover 5000 nuclei for library prepration and sequencing. Total yield and quality of cDNA was assesed on DNA 7500 assay (Agilent 2100 Bioanalyzer). The libraries were pooled and sequenced on Illumina NovaSeq 6000 System in combination with SP 100 cycles v1.5 kit. The following sequencing cycles were performed: R1 (sequencing of interest: 51 bp; R2 (sequencing of interest): 51 bp; i7 index (sample index): 8 bp; i5 index (10X barcode): 16 bp. Extraction of FastQ files was done using bcl2fastq v2.20.0.422 (Illumina). More details about procedure and data analysis is provided in Additional file 9: Additional methods.

## Results

### TRPS1 long-term depletion has no deleterious effect in adult female mice

To systematically analyze whether TRPS1 could potentially be used as a target for cancer therapy, it is vital to understand its role for organismal fitness in the whole body. To this end, we generated a mouse line where we could study the effects of TRPS1 depletion in vivo by depleting it in the whole mouse. Since *Trps1* KO mice are not viable we used a model where TRPS1 could be depleted in the adult animal in order to ensure proper embryonic development. In addition, we wanted the depletion to be effective in the whole body to mimic the systemic effect of TRPS1 drug targeting. To fulfill these different criteria, we chose to deplete TRPS1 using ubiquitous doxycycline-inducible shRNA expression and generated a mouse line harboring a TRE-turboGFP-shRNA cassette in the *Col1a1* locus and a CAG-rtTA3 transgene (Fig. 1a, Additional file 8: Fig. S1).

**Fig. 1:**
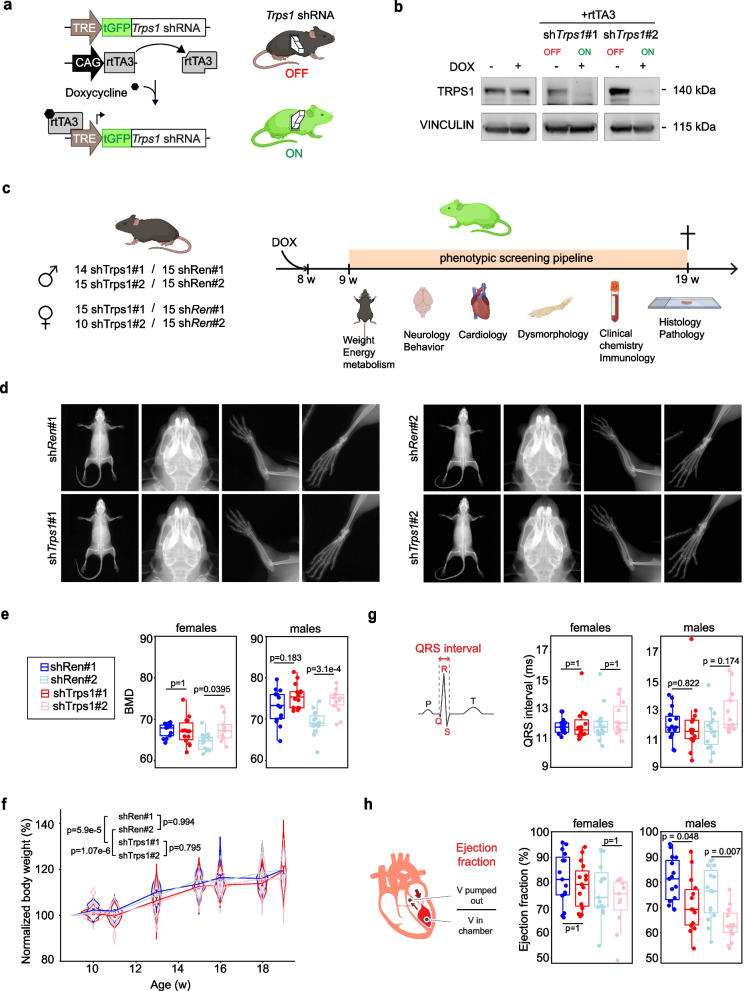
Ubiquitous TRPS1 depletion does not affect fitness **a** Overview of the genetic structure of the ubiquitous TRPS1 depletion model mouse line. The line harbors a CAG-rtTA3 transgene composed of CAG promoter followed the reverse tetracycline-controlled transactivator 3 (rtTA3) sequence. Sequences allowing the expression of a tGFP marker and Trps1 shRNA under the control of Tetracyclin Response Element (TRE) are inserted in the *Col1a1* locus. Their expression is enabled by rtTA3 in the presence of doxycycline. **b** Immunoblot of mouse embryonic fibroblasts isolated from TRPS1-depletion lines showing the depletion of TRPS1 upon Dox-induced shRNA expression. Vinculin serves as a loading control. **c** Schematic of the phenotypic screening performed at the german mouse clinic. Animals used for the screening (left); males and females from shTrps1 #1 and #2 depletion lines and shRen #1 and #2 corresponding littermate controls. Right panel: short description of the screening pipeline. **d** X-rays pictures of the whole body, skull, arm, and leg from TRPS1 depletion mice and shRenilla littermate control mice. **e** Box plot of the bone marrow density of male and female animals of the indicated mouse lines. Females: shRen#1 n = 15, shTrps1#1 n = 14, shRen#2 n = 14, shTrps1#2 n = 9. Males: shRen#1 n = 15, shTrps1#1 n = 14, shRen#2 n = 15, shTrps1#2 n = 14. One-way ANOVA with Tukey HSD, post-hoc test. **f** Body weight of female animals from the indicated mouse lines during the 10 week-phenotypic screen. shRen#1 n = 15, shTrps1#1 n = 15, shRen#2 n = 15, shTrps1#2 n = 11. Two-way ANOVA, with Tukey HSD post-hoc test. **g** QS interval (ms) of male and female animals from each mouse line. Females: shRen#1 n = 15, shTrps1#1 n = 15, shRen#2 n = 15, shTrps1#2 n = 11. Males: shRen#1 n = 15, shTrps1#1 n = 14, shRen#2 n = 15, shTrps1#2 n = 15. Wilcoxon rank sum test. **h** Ejecton fraction (%) of male and female animals from each mouse line. Females: shRen#1 n = 15, shTrps1#1 n = 15, shRen#2 n = 15, shTrps1#2 n = 11. Males: shRen#1 n = 15, shTrps1#1 n = 14, shRen#2 n = 15, shTrps1#2 n = 15. Wilcoxon rank sum test Indicated *p* values are p.adj

With this model, TRPS1 can be depleted at any time by giving the animals doxycycline via food. The cells expressing the shRNAs can then be identified based on turboGFP (tGFP) expression (Fig. 1a).

We generated two distinct lines expressing different Trps1 shRNAs, as well as a control line targeting Renilla and verified the efficiency of each Trps1 shRNA in MEFs isolated from transgenic animals (Fig. 1b).

To evaluate the long-term effects of *Trps1* depletion, we subjected our mice to a detailed phenotypic screening over a period of ten weeks (from nine weeks to nineteen weeks of age). About 15 mice for each sh*Trps1* line were screened together with their respective shRen control litter mates (Fig. 1c, Additional file 8: Fig. S1a). The phenotyping pipeline included various behavioral and neurological tests, a dysmorphology analysis, energy metabolism and cardiac function evaluations, as well as clinical chemistry and immunology screenings (the full screening pipeline is described in Additional file 8: Fig. S2). During the whole screening time, the mice were kept on doxycycline, and their body weight was measured weekly. Because TRPS1 is required for embryonic skeletal and cartilage development, we paid particular attention to the dysmorphology analysis. Full body X-Rays imaging did not reveal genotype-specific anatomical alterations (Fig. 1d). By DXA, bone mineral density (BMD) was slightly increased in the shTrps1#2 line when compared to the respective shRen#2 controls, especially males (Fig. 1e, Additional file 8: Fig. S2). These differences were not as clear with the shTrps1#1 construct (Fig. 1e). Only minor differences in body weight were observed between shTrps1 and control genotypes (Fig. 1f). At the end of the phenotyping pipeline, the animals were sacrificed, and histological analysis carried out on 33 organs/tissues (n = 5 per genotype/sex). No obvious genotype-specific histopathological alterations were found between animals depleted for TRPS1 and controls, including in the mammary gland tissue. Males of both sh*Trps1* lines also showed altered cardiac function with a lower ejection fraction for both lines and a longer QRS interval for sh*Trps1*#2 animals (Fig. 1g and h). Apart from the minor alterations observed in males, TRPS1 depletion did not cause any significant deleterious effect in female mice. This suggests that systematic TRPS1 inhibition could be a valid therapeutic strategy.

## TRPS1 regulates luminal progenitor gene expression in the homeostatic mammary gland

In the mammary gland epithelium, luminal cells depend on TRPS1 activity for survival and differentiation [4]. We examined the morphology of the mammary ducts after TRPS1 depletion. Here, we did not observe any difference between sh*Trps1* and sh*Ren* animals treated with doxycycline (Fig. 2a), even though TRPS1 was efficiently depleted in vivo (Fig. 2b). However, the mammary gland is a highly plastic tissue and TRPS1-negative cells are rapidly counter-selected during mammary gland development [4], suggesting that TRPS1-dependent phenotypes may be masked by compensatory mechanisms.

**Fig. 2:**
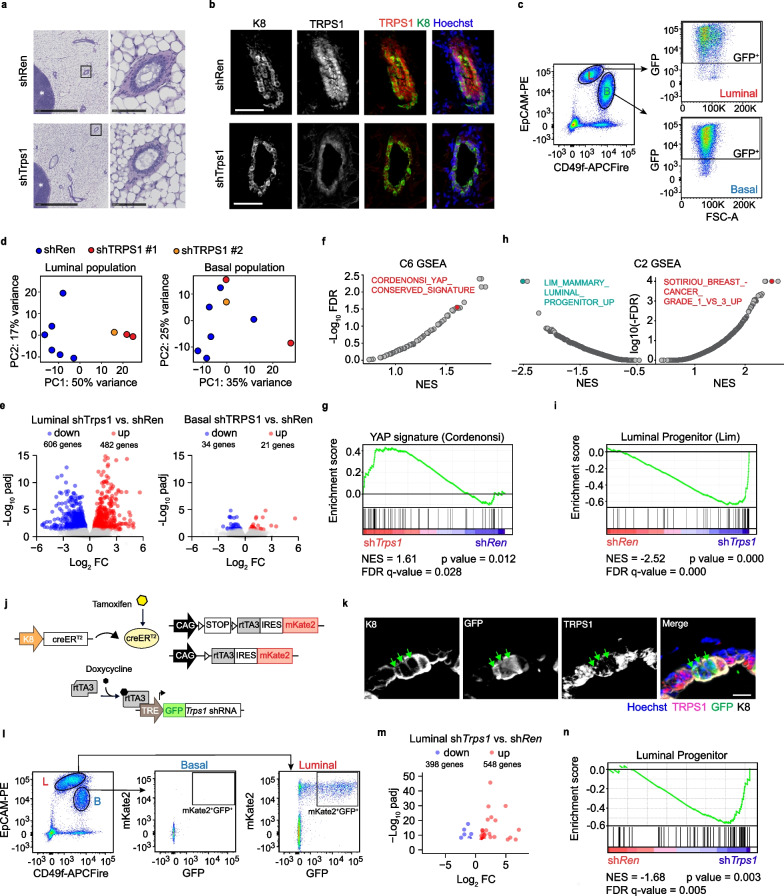
TRPS1 controls a luminal progenitor transcriptional program **a** H & E stainings of mammary gland cross-sections from shRen and shTrps1 mice treated with Doxycycline for 10 weeks. Left: overview. Right: close-up of a mammary duct. scale bars = 50 µm. **b** Immunofluorescent stainings of the indicated proteins in mammary ducts from shRen and shTrps1 female mice treated for 10 days with doxycycline. Scale bar = 50 µm. **c** Representative flow cytometry plots of Luminal and basal cells expressing shRNAs (GFP^+^) **d** Principal Component Analysis (PCA) plots RNA-Seq data from Luminal and basal cells expressing shRen or shTrps1 **e** Volcano plots showing differential gene expression in luminal (left) and basal (right) cells expressing shTrps1 vs shRen. **f** Gene set enrichment analysis (GSEA) of shTrps1 vs shRen luminal cells using C6 oncogenic gene sets. **g** GSEA Enrichment plot for YAP signature [20] in shTrps1 vs shRen luminal cells. **h** Gene set enrichment analysis of shTrps1 vs shRen luminal cells using C2 curated gene sets. **i** GSEA Enrichment plot for Luminal progenitor signature [10] signature in shTrps1 vs shRen luminal cells **j** Overview of the genetic structure of the luminal-specific TRPS1 depletion mouse line. The line harbors two transgenes. One is composed of the Krt8 promoter and the CreERT2 recombinase coding sequence. The other contains rtTA3 and mKate2 coding sequences under the control of a CAG promoter. A Lox-STOP-Lox prevents their expression. In addition, a TRE-tGFP-shRNA element is inserted in the *Col1a1* locus. Tamoxifen allows excision of STOP by recombinase and expression of rtTA3 and mKate2. Expression of tGFP and shRNA is enabled by rtTA3 in the presence of doxycycline. **k** Immunofluorescent stainings of the indicated proteins in mammary ducts from luminal-specific TRPS1-depletion mouse. Scale bar = µm. **l**) Representative flow cytometry plots of recombined (mKate2^+^) Luminal and basal cells expressing shRNAs (GFP^+^) **m** Volcano plots showing differential gene expression in luminal cells expressing shTrps1 vs shRen **n** GSEA Enrichment plot for Luminal progenitor signature [10] in shTrps1 vs shRen luminal cells

For this reason, we investigated how TRPS1 influences the mammary gland transcriptome. We isolated tGFP-positive (shRNA expressing) luminal and basal cells (Fig. 2c and Additional file 8: Fig.S4) from mice kept for 28 days on doxycycline and performed bulk RNA-Sequencing. The luminal samples showed clear separation in the Principal Component Analysis (PCA) using the 1000 most variable genes (Fig. 2c,d). In contrast only a handful of genes showed differential expression between basal sh*Ren* and sh*Trps1*, consistent with the fact that TRPS1 expression is restricted to luminal cells (Fig. 2b). As in breast cancer cells [5], the expression of YAP target genes was strongly induced by depletion of TRPS1 (Fig. 2f,g). In addition, gene sets associated with low grade breast cancer were upregulated in shTRPS1 luminal cells (LCs) (Fig. 2h) which points to the fact that TRPS1 can be an oncogene in breast cancer.

Interestingly, genes associated with luminal progenitor function [10] were most significantly downregulated in shTrps1 luminal cells (Fig. 2h,i). We next validated the cell-intrinsic nature of luminal TRPS1 depletion on the luminal progenitor program, by using a K8-CreER mouse line to restrict shRNA expression to luminal cells (Fig. 2j-l, and Additional file 8: Fig. S5). TRPS1 depletion in this model also led to profound changes in the luminal cells (Fig. 2m), and the same luminal progenitor gene set was also downregulated upon TRPS1 depletion (Fig. 2n). Collectively, these results demonstrate that luminal expression of TRPS1 is required for maintenance of a luminal progenitor expression program in the adult mammary gland.

## Trps1 regulates luminal progenitor function

To clearly define the function of TRPS1 in luminal progenitors (LPs), we isolated LPs and mature cells from WT mice using the c-Kit surface marker [21, 22] (Fig. 3a and Additional file 8: Fig. S6).

**Fig. 3:**
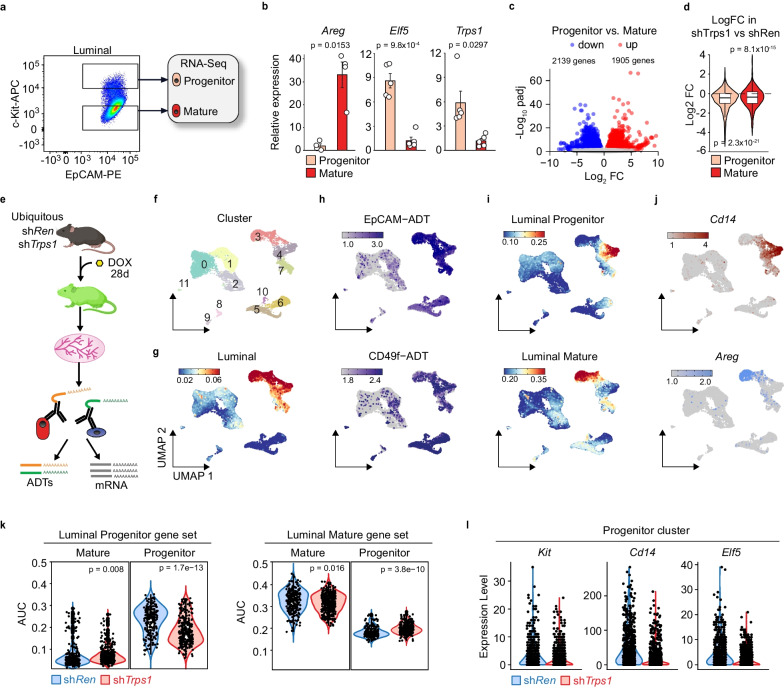
TRPS1 specifically maintains the luminal progenitor population **a** representative flow cytometry plot of mammary luminal progenitor and mature cells sorted for RNA-Seq based on c-Kit marker. **b** qRT-PCRs of the mature marker gene *Areg*, the progenitor marker gene *Elf5* and *Trps1* in sorted luminal mature and luminal progenitor cells. Summary of 5 biological samples, t-test with Benjamini Hochberg correction, values shown are adjusted p values (p_adj_). **c** Volcano plot of differential gene expression between mammary luminal progenitor and luminal mature cells. p_adj_ = adjusted *p*-value, FC = Fold Change. **d** Violin plots for the progenitor and mature gene sets determined in **c** comparing the expression in shTrps1 vs shRen cells (RNA-Seq data Fig. 2). **e** Schematic of the CITE-Seq experiment comparing 28 day-dox treated shTrps1 and shRen animals. **f**–**j** UMAP dimensionality reduction plots of the CITE-Seq data from shTrps1 and shRen mammary gland cells combined. Graph-based clusters **f** luminal gene set activity based on AUC **g**, EpCAM and CD49f proteins based on ADTs **h**, luminal progenitor and luminal mature (determined in c) gene set activity based on AUCs **i**, *Cd14* and *Areg* mRNA expression **j** **k** Violin plots of the luminal progenitor (left) and mature (right) gene set activity (c) in mature cluster 3 and progenitor cluster 4 from shTrps1 (red) and shRen (blue) CITE-Seq samples. Wilcox test. **l** Expression of *Kit*, *Cd14* and *Elf5* in luminal progenitor cluster 4 in shTrps1 (red) compared to shRen (blue) cells. Boxplots in (d): bottom/top of box: 25th/75th percentile, upper whisker: min(max(x), Q3 + 1.5*IQR), lower whisker: max(min(x), Q1-1.5*IQR), center:median. Indicated *p* values are *p* adjusted

As expected, the mature marker Amphiregulin (*Areg*) showed higher expression in mature cells compared to progenitors while the progenitor marker *Elf5* was expressed at a higher level in the LP fraction (Fig. 3b). *Trps1* expression was approximately five times higher in the LP population compared to mature cells (Fig. 3b). To identify the LP-specific gene expression signature, we performed RNA-Seq on c-Kit^high^ (LP) and c-Kit^low^ (mature) luminal fractions. 

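RNA was sequenced from the c-Kit high luminal fraction, which holds luminal progenitors (LP), and the c-Kit low fraction, which holds mature luminal cells, and c-Kit is the receptor tyrosine kinase encoded by Kit. The deposited table held 4 LP and 4 mature libraries, and the number at the start of each label joins every LP library to one mature library. The Additional Methods state 3 biological replicates per condition for all RNA sequencing. They do not say whether any sample was left out, so all 8 libraries were analysed. According to the Additional Methods, reads of 51 bp were trimmed with cutadapt and aligned to the mouse genome mm10 with bowtie2, a program that does not split reads across introns. The authors then deposited the number of reads counted on each of 24594 genes, listed by Entrez Gene ID, without normalization. The paper's text does not name the counting program or say how reads matching several genes were treated. Of these IDs, 24570 matched a gene in the RefSeq annotation of this genome build. The LP libraries held between 5510863 and 7089597 counts with a median of 6417663, and the mature libraries held between 4410049 and 7791593 with a median of 6923329. Differences between replicates exceeded counting noise in every pair of libraries from the same fraction, with a chi-square per degree of freedom between 11.95 and 89.0, so no library was a copy of another.

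The counts were normalized for library size by edgeR's TMM method, and the 12816 genes retained by edgeR's filter on low counts were compared between LP and mature libraries with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A positive log2 fold change means higher expression in LP. The first principal component of the log2 normalized counts (as CPM, counts scaled to a common library size) held 50% of the variance and separated the fractions. LP libraries lay at 53.6, 66.4, 63.4 and 73.4 on it, and mature libraries at -81.6, -86.3, -32.6 and -56.2. After subtraction of each fraction's mean, the libraries with the same number had a mean correlation across genes of 0.102, against -0.034 for libraries with different numbers, and 1 of the 24 possible matchings of LP with mature libraries gave a mean as high. Genes are not independent replicates, so these correlations describe the libraries only. The main comparison used no pairing because the paper states none. A fit with the replicate number as a block was run beside it.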

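Between the LP and mature libraries, 3161 of the 12816 tested genes had an adjusted p-value under 0.05, of which 1394 were higher in LP and 1767 higher in mature cells. An absolute log2 fold change above 1 left 2058 of them, 959 higher in LP and 1099 higher in mature cells. With an adjusted p-value under 1e-4 and an absolute log2 fold change above 1, 3 genes remained. These were 2310002F09Rik (log2 fold change 4.86) and Celsr2 (2.74), which were higher in LP, and Ctse (-3.48), which was higher in mature cells, each with an adjusted p-value of 5.07e-05. The count at this stricter level moved most with the edgeR likelihood ratio test with a replicate block, chosen after the values had been seen, which gave 1237 genes. Among the settings chosen before the data were examined, the DESeq2 Wald test moved it most, to 1069 genes. The quasi-likelihood fit with the replicate block gave 3027 genes with an adjusted p-value under 0.05, of which 2757 were also called without the block, and it gave 0 genes at the stricter level, with 4779 genes at an unadjusted p under 0.05. LP and mature libraries did not overlap in 3777 genes, or 29.5% of those tested, where chance gives 2.86% when the pairing is ignored.

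Trps1 (Entrez Gene 83925, chromosome 15 of mm10 from 50654757 to 50890631) had 640 ± 117 CPM (SD, n = 4) in LP libraries and 265 ± 89.3 CPM (SD, n = 4) in mature libraries. Its log2 fold change was 1.27 (standard error 0.246, adjusted p = 0.00438 from edgeR's quasi-likelihood test). Every LP library was higher than every mature library (two-sided exact permutation test without pairing, p = 0.0286, the smallest that 4 against 4 allow). The 8 splits that part all same-numbered pairs allow no share under 0.125. Across all 35 alternatives its log2 fold change stayed between 1.13 and 1.55, with adjusted p-values between 1.92e-07 and 0.0456. With the replicate block it was 1.31 (adjusted p = 0.00464 from edgeR).

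The progenitor gene Elf5 (Entrez Gene 13711, chromosome 2 from 103412098 to 103450989) had 217 ± 23.8 CPM (SD, n = 4) in LP and 53.6 ± 39.8 CPM (SD, n = 4) in mature libraries, a log2 fold change of 2.02 (standard error 0.403, adjusted p = 0.00524 from edgeR). Kit (Entrez Gene 16590, chromosome 5 from 75574987 to 75656722), which encodes the protein used for sorting, had 657 ± 156 CPM (SD, n = 4) in LP and 84.1 ± 64.8 CPM (SD, n = 4) in mature libraries, a log2 fold change of 2.96 (standard error 0.456, adjusted p = 0.00143 from edgeR). Cd14 (Entrez Gene 12475, chromosome 18 from 36725064 to 36726815) had 14087 ± 2867 CPM (SD, n = 4) in LP and 185 ± 107 CPM (SD, n = 4) in mature libraries, a log2 fold change of 6.25 (standard error 0.475, adjusted p = 0.000104 from edgeR). For each of Trps1, Elf5, Kit and Cd14 the highest mature value came from mature replicate 3, at 388, 112, 179 and 321 CPM. With 1 library left out, the log2 fold change of Elf5 ran from 1.79 to 2.70 and that of Kit from 2.75 to 3.67. Pgr, the progesterone receptor gene, was lower in LP with a log2 fold change of -2.91 (standard error 0.376, adjusted p = 0.000678 from edgeR). Areg was lower in LP with a log2 fold change of -4.53 (standard error 0.986, adjusted p = 0.00783 from edgeR), although its libraries overlapped between the fractions, and without replicate 1 its adjusted p-value was 0.0552. From the genes that differ between the sorted populations, the paper derives a signature for LP and one for mature cells.

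**Figure D1:**
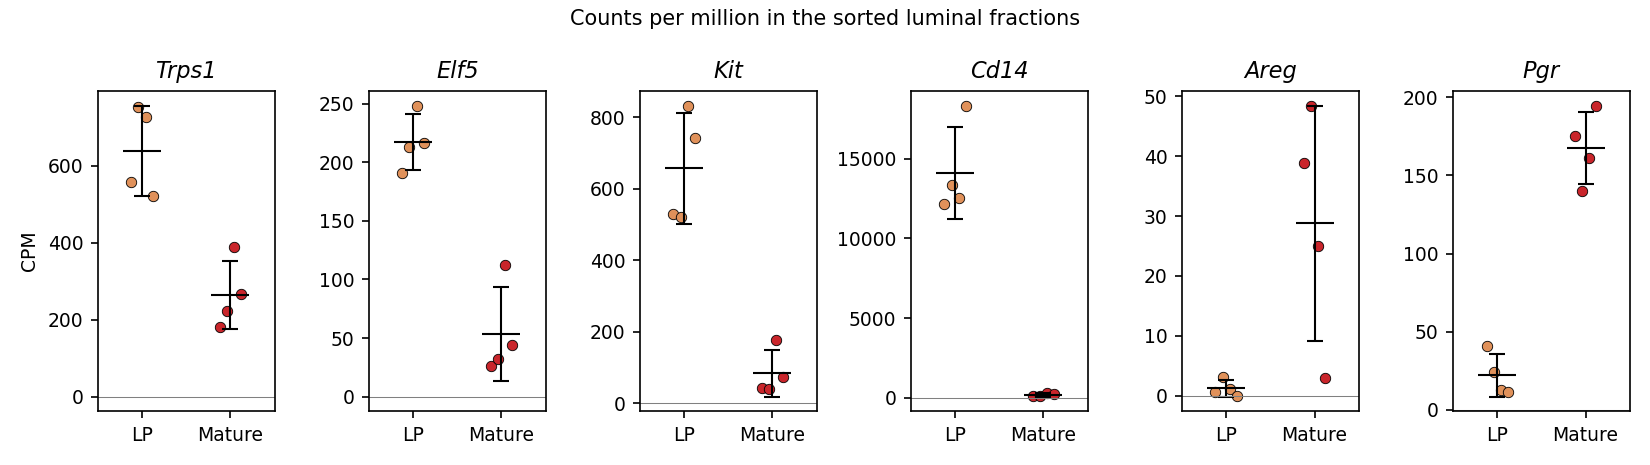
CPM of Trps1, Elf5, Kit, Cd14, Areg and Pgr in each of the 4 LP and 4 mature libraries, with the mean and SD. Trps1, Elf5, Kit and Cd14 are higher in every LP library than in every mature library.

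**Figure D2:**
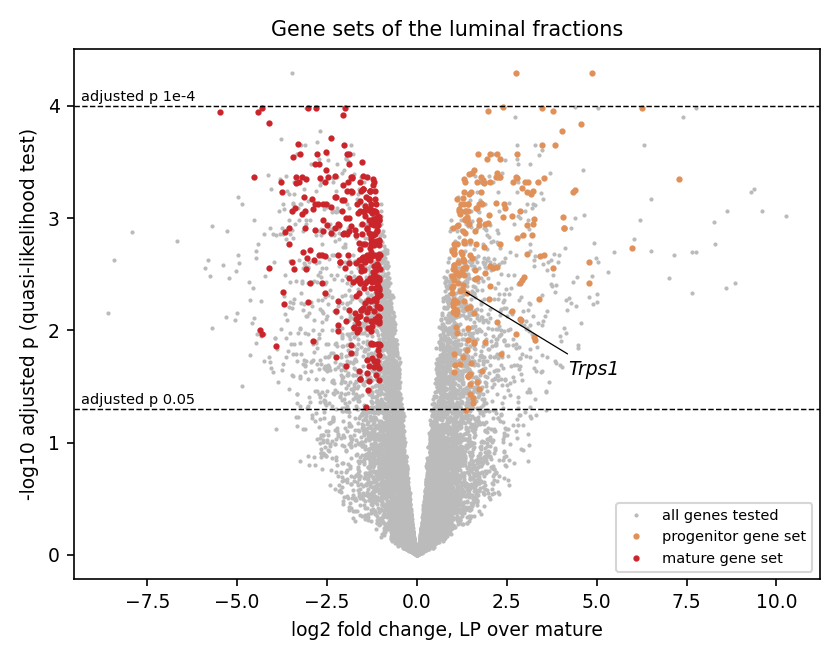
Log2 fold change, with positive values higher in LP, against -log10 of the adjusted p-value for the 12816 tested genes, with the genes of the paper's signatures coloured and dashed lines at adjusted p-values of 0.05 and 1e-4. The largest -log10 adjusted p-value is 4.3.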

Differential gene expression comparing the two sorted populations revealed ~ 4000 differentially expressed genes (Log2FC < 1, padj < 1e-4), we defined a gene signature for each cell type (Fig. 3c, Table S1 and S2). Both signatures were downregulated in the bulk RNA-Seq experiment where we compared shRen vs. shTrps1 luminal cells (Fig. 3d, see also Fig. 2e).

To test whether *Trps1* depletion indeed specifically affected the luminal progenitor population, and to be agnostic to surface marker expression, we isolated total mammary gland cells from shTrps1 and shRen transgenic mice and carried out Cellular Indexing of Transcriptomes and Epitopes by Sequencing (CITE-Seq) experiments to analyze the transcriptome and the abundance of chosen surface markers at the single cell level (Fig. 3e). Cell clustering based on the gene expression data defined 12 different clusters (Fig. 3f). Cluster 3, 4 and 7 corresponded to the luminal population based on the activity of a luminal gene set and the abundance of EpCAM and CD49f surface markers (Fig. 3g and h). Within the luminal population, Cluster 4 was mainly composed of progenitors and cluster 3 of mature cells based on the activity of the luminal progenitor and mature gene sets that we defined in this study (Fig. 3c) and others that were published previously [23] (Fig. 3i and Additional file 8: Fig. S3). This correlated with the mRNA level of selected marker genes (Fig. 3j). We then compared the activity of the progenitor gene set in sh*Trps1* and control cells in clusters 3 and 4. *Trps1* depletion led to a clear downregulation of the luminal progenitor signature in the progenitor cluster 4 but not in the mature cluster 3 (Fig. 3k). In comparison, the mature gene set activity was only slightly affected by *Trps1* depletion (Fig. 3k). Selected marker genes followed the same pattern (Fig. 3l). We thus concluded that Trps1 is mainly expressed in the LP compartment and depletion therefore specifically affects the LP population, whereas changes in the mature population may be largely secondary in nature.

## Trps1 maintains the functionality of the LPs

Next, we examined whether TRPS1 depletion compromised the functionality of luminal progenitors. In addition to c-Kit, we used here CD14 as another luminal progenitor surface marker in flow cytometry since our scRNA-Seq analysis identified CD14 as highly specific LP marker (Fig. 4a, see also Fig. 3j).

**Fig. 4:**
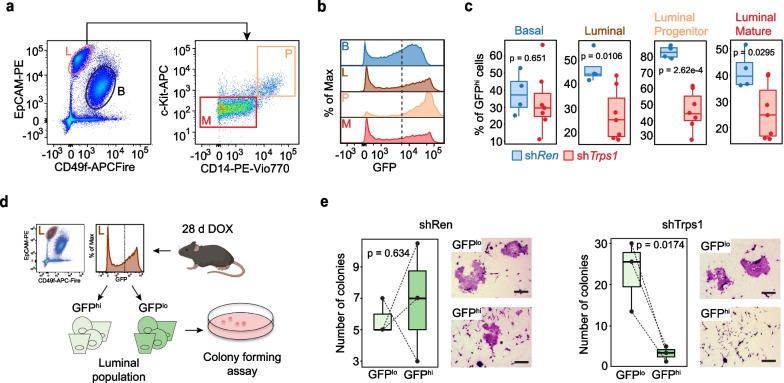
TRPS1 maintains LP function **a** Representative flow cytometry plots of the different mammary epithelial populations. **b** Representative GFP flow cytometry plot of the different mammary epithelial populations. **c** Proportion of GFP^hi^ cells in the different mammary epithelial populations. shRen, n = 4 animals; shTrps1, n = 7 animals. One-Way ANOVA, with Tukey HSD post-hoc test. **d** Schematic of the colony forming assay using sorted GFP^hi^ and GFP^lo^ luminal cells **e** Number of colonies formed by sorted GFP^hi^ and GFP^lo^ shRen (left panel) and shTrps1 (right panel) luminal cells. Right side: Representative pictures (bar = 300 μm). n = 3 biological samples. One-way ANOVA, with Tukey HSD post-hoc test. Indicated *p* values are *p* adjusted

We analyzed by flow cytometry the proportion of GFP^hi^ cells that remained in the luminal progenitor population after depletion of Trps1 (Fig. 4a, b and S7). Because the CAG-rtA3 driver was unable to induce shRNA expression in all cells with always a small but significant proportion of cells remaining GFP^neg^/GFP^lo^—these cells could then potentially function as competitor cells for GFP^hi^ cells (Fig. 4b). While there was no significant change in the basal population, the luminal population demonstrated drastic differences upon TRPS1 depletion (Fig. 4c). The fraction of GFP^hi^ cells in the LP compartment was reduced almost by 50% in shTrps1-expressing animals compared to shRen controls. We observed the same trend in the mature subpopulation although to a lesser extent and this was reflected in the total luminal population. The reduced contribution of GFP^hi^ LPs to the overall luminal population suggested that the function of progenitors was perturbed. The gold standard for testing the functionality of progenitor cells is the colony formation assay (CFC). Therefore, we sorted GFP^hi^ and GFP^lo^ luminal cells from doxycycline-treated mice and tested their performance in the CFC assay (Fig. 4d, and S8). No significant difference could be observed in the number of colonies formed by GFP^hi^ or GFP^lo^ cells from shRen control animals. However, GFP^lo^ luminal cells from shTrps1 animals formed many more colonies than their GFP^hi^ counterparts indicating a higher proportion of functional progenitors among the GFP^lo^/GFP^neg^ luminal population (Fig. 4e). Surprisingly, the absolute number of colonies formed by GFP^lo^ cells was higher in shTrps1 animals than in shRen. This difference could be a compensatory mechanism: The GFP^lo^ LPs might expand to fulfill the functions of the functionally impaired GFP^hi^ LPs (Fig. 4e). Taken together these results demonstrate that TRPS1 plays an active role in maintaining LP function.

## Trps1 represses SRF activity to maintain a functional LP population.

To identify TRPS1-regulated genes or pathways that are required to maintain the luminal progenitor function, we went back to our scRNA-Seq data and performed re-clustering of the luminal population. Among the seven newly identified luminal clusters, cluster 2 contained the LP population and showed prominent *Trps1* expression (Fig. 5a). In contrast, mature luminal cells were distributed in clusters 1 and 3 and showed low *Trps1* expression (Fig. 5a).

**Fig. 5:**
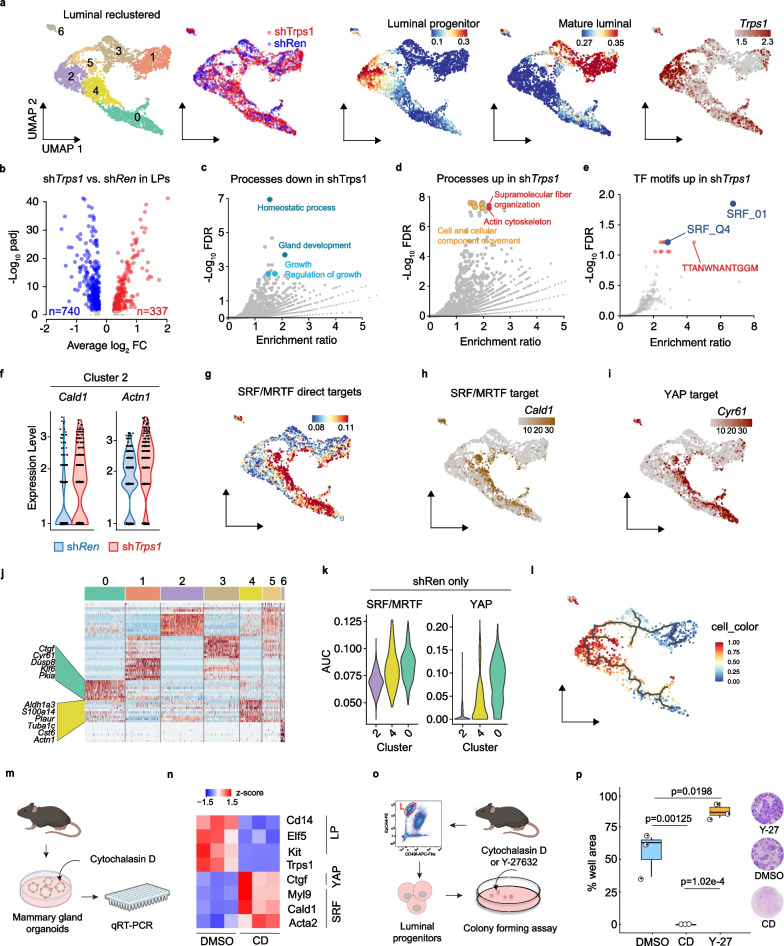
TRPS1 maintains LP function by repressing SRF/MRTF activity **a** UMAP dimensionality reduction plots of the re-clustered luminal population from CITE-Seq (Fig. 3). From left to right: Graph-based clusters, Highlight of shTrps1 (red) and shRen (blue) cells, luminal progenitor and luminal mature gene set (Fig. 3c) activity based on AUCs and *Trps1* mRNA expression. **b** Volcano plot of the differential gene expression in shTrps1 vs shRen luminal progenitors (Cluster 2). padj = adjusted *p*-value, FC = Fold Change. **c–e** Volcano plots of processes enriched in genes down regulated (c), processes enriched in genes up regulated **d** and TF motifs enriched in genes up regulated in shTrps1 vs shRen luminal progenitor cells **e**. FDR = False Discovery Rate. **f** Expression of SRF/MRTF target genes *Cald1* and *Actn1* in luminal progenitor cluster 2 in shTrps1 (red) and shRen (blue). **g** UMAP dimensionality reduction plot of SRF/MRTF gene set activity based on AUCs. **h**,** i** UMAP dimensionality reduction plot of *Cald1* **h** and *Cyr61* **i** mRNA expression. **j** Heatmap of the differentially expressed genes in each cluster of shRen control cells. **k** Violin plots of SRF/MRTF (left) and YAP (right)-targets gene set activities in the indicated clusters. **l** CytoTRACE pseudotime trajectory of luminal cells in shRen control animals **m** Experimental design: SRF was activated in mammary organoids by Cytochalasin D treatment and gene expression changes evaluated by qRT-PCR. **n** Heatmap based on qRT-PCR of SRF targets (*Cald1*, *Acta2*, *Myl9*), luminal progenitor markers (*Kit*, *Cd14*, *Elf5*), *Trps1* and the YAP-SRF joint target *Ctgf* in mammary gland organoids treated for 3 days with Cytochalasin D (2 µM) or DMSO. **o** Schematic of SRF activation in Colony forming assay with sorted luminal progenitor cells. **p** well area covered by colonies formed by luminal progenitor cells treated with cytochalasin D (0.2 µM), Y-27632 (10 µM) or DMSO as control. right side: representative pictures of colonies stained with Giemsa. One-way ANOVA, with Tukey HSD, post-hoc test. Indicated *p* values are *p* adjusted

When comparing the transcriptome specifically in luminal progenitor cells, we identified 1077 genes (up: 337 genes, down: 740 genes) that were differentially regulated after TRPS1 depletion compared to control (Fig. 5b). The downregulated genes were enriched for processes linked to tissue homeostasis and gland development underlining that TRPS1’s function in the LP population is relevant for the homeostasis of the mammary gland (Fig. 5c). Upregulated genes showed an enrichment for processes related to cytoskeletal dynamics, in particular Actin dynamics (Fig. 5d). In line with that, a TF motif search found Serum Response Factor (SRF)-regulated genes to be specifically overrepresented among the genes that were upregulated after TRPS1 depletion (Fig. 5e). SRF is regulated by actin dynamics and in turn regulates this process through the regulation of cytoskeleton-related genes. This data suggests that TRPS1 is required to restrain SRF activity in LPs. This was further supported by the upregulation of SRF targets in TRPS1-depleted LPs (Fig. 5f, h). SRF/MRTF targets were more abundantly expressed in cluster 4 and 0, which contained cells that neither belonged to the LP cluster 2 nor the more mature clusters 5,3,1 (Fig. 5a, g). This raises the possibility that TRPS1 is required to repress a transcriptional differentiation program that would normally drive them towards cluster 4,0. We thus next identified marker genes for these clusters exclusively in the shRen samples to identify which genes are strongly expressed in clusters 4,0 under unperturbed conditions (Additional file 3: Table S3). Strikingly, the top marker genes of the more distant cluster 0 contained well-known YAP target genes, such as *Ctgf*, *Cyr61*, and *Klf6*, and cluster 4 genes contained known SRF/MRTF target such as *Actn1* or *Tuba1c* (Fig. 5j). Since YAP/TAZ and SRF/MRTF reciprocally potentiate each other’s activity [24] this implies that TRPS1 fulfills the function to restrain these two pathways which gradually become more active from the LP compartment towards cluster 4 and 0 (Fig. 5i, k). CytoTrace analysis on shRen cells revealed that progenitors follow two possible differentiation paths, one leading to mature hormone-responsive ductal cells and a second path leading to non-Hormone-responsive luminal ductal cells which might represent cells that are primed for alveolar differentiation (Fig. 5l).

To investigate how SRF activity affects the mammary gland, we treated mammary gland organoids from WT mice with cytochalasin D (CD) to stimulate SRF activity. After one day of treatment canonical SRF targets were upregulated (Fig. 5m, n). Concomitantly, LP marker genes were potently downregulated. Surprisingly, *Trps1* gene expression itself was also downregulated, suggesting that high *Trps1* expression is an inherent feature of the LP gene expression program (Fig. 5n).

To test whether this might negatively influence the LP function, we performed a colony forming assay with LP isolated from WT mice and treated them with CD (Fig. 5o). LPs treated with CD completely lost their ability to form colonies and this could be rescued by inhibiting SRF activity with the Y27 ROCK inhibitor (Fig. 5p). Y27 treatment also mitigated the effect of shTrps1 expression in LPs in vitro and restored some level of functionality (Additional file 8: Fig. S12). In conclusion, these data show that elevated SRF activity interferes with LP function and demonstrate that TRPS1 fulfills an essential function in the LP compartment of the mammary gland by restraining a mechanosensitive YAP/TAZ-SRF/MRTF gene expression program.

## TRPS1 represses Elf5 activity in LP to prevent differentiation.

To identify early events that affect the LP population after TRPS1 depletion, we used single-cell ATAC-Sequencing (scATAC-Seq) to identify chromatin regions that become more/less accessible upon TRPS1 depletion. For that, we treated mammary gland organoids from sh*Trps1* mice with doxycycline for seven days to induce the shRNA expression and performed the assay (Additional file 8: Fig. S10a). We used matched organoids (Dox- vs. EtOH-treated) to exclude confounding factors due to differences in different organoid preparations. Cells were distributed in eight different clusters (Fig. S10b) and TRPS1-depleted cells showed radically different clustering compared to the EtOH-treated controls (Additional file 8: Fig. S10b,c). Based on motif enrichment for lineage-specific transcription factors, clusters 1/2 contained LPs (Elf5), cluster 5 contained basal cells (p63), cluster 7 contained Gata-positive cells, and cluster 8 contained Pgr-positive hormone-sensitive cells (Additional file 8: Fig. S10c-g). Most Dox-treated cells were found in clusters 1, 2 and 7 and were specifically excluded from cluster 8. In all clusters, GATA motifs were much more accessible in the Dox-treated condition compared to the control, indicating that the depletion of the GATA-factor TRPS1 leads to a potent opening of its target sites (Additional file 8: Fig. S10h). Differential peak analysis showed that TRPS1 depletion indeed had profound effects on the chromatin landscape, as more than 40,000 peaks became more or less accessible (Fig. S10i). The search for motifs which showed most differential accessibility across all differential ATAC-Seq peaks revealed that accessibility to SOX motifs was decreased while ETS1 (family to which Elf5 also belongs) motif accessibility was increased. This indicates that TRPS1 represses ETS TF activity and stimulates SOX TF activity. Sox genes mainly Sox4 but also Sox5 and 12 have been shown to promote BC development and progression [25].

These data reveal TRPS1 as a crucial regulator of chromatin accessibility in mammary gland cells, and they suggest that one function of it is to keep Elf5 activity low. This would be consistent with TRPS1’s role in LP function since unrestrained Elf5 activity is known to drive luminal progenitors into alveolar cell maturation [26].

## TRPS1 represses SRF indirectly via the repression of RhoA modulators.

To investigate how TRPS1 maintains the LP program at the target gene level, we identified direct TRPS1 targets in sorted luminal cells using CUT&RUN. 725 high confidence peaks were identified among which ~ 70% were in promoters (Fig. 6a,b and Additional file 8: Fig. S11).

**Fig. 6:**
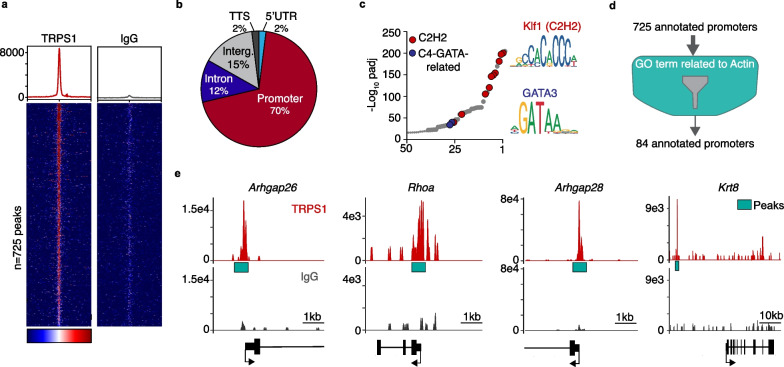
TRPS1 represses SRF/MRTF activity via indirect modulation of RhoA activity **a** Heatmap of TRPS1 Cut&Run binding peaks in promoters (n = 725). IgG serves as negative control. **b** Venn diagram of the distribution of TRPS1 binding peaks in the genome. TSS = Transcription Start Site; Interg. = Intergenic region; UTR = Untranslated region. **c** Scatter plot for the enrichment of C2H2 and GATA binding motifs in regions bound by TRPS1 identified by Cut&Run. **d** Schematic of the strategy used to select TRPS1-target genes involved in the regulation of actin dynamics. **e** Cut&Run genomic tracks for TRPS1 binding (Red) and control IgG (Gray) centered on the promoter regions of the indicated genes. Green boxes mark the position of the Cut&Run peaks

Interestingly, the genomic regions bound by TRPS1 showed enrichment for C2H2 zinc finger motifs (Fig. 6c) suggesting that in luminal cells, gene regulation by TRPS1 relies more on its C2H2 zinc fingers than its GATA binding domain. This contrasts with TRPS1’s binding pattern in breast cancer cells where i) TRPS1 almost exclusively binds at enhancers, and ii) TRPS1 peaks are strongly enriched for GATA motifs but not C2H2 zinc finger motifs [5, 8].

We then filtered the corresponding gene promoters based on their GO term annotation and found 84 genes whose function was linked to “Actin cytoskeleton” dynamics (Fig. 6d and Additional file 8: Fig. S4). A large subset of these genes encoded modulators of RhoA activity or proteins whose function is regulated by RhoA including *Rhoa* itself*, Arhgap26*, *Arhgap28*, *Krt8* (Fig. 6d,e) *Atf4*, *Tip1*, *mTor* [27–31]. This set of genes might be targeted by TRPS1 to indirectly influence RhoA activity. Since RhoA functions upstream of SRF/MRTF, this would result in the repression of SRF/MRTF activity (Fig. 7).

**Fig. 7:**
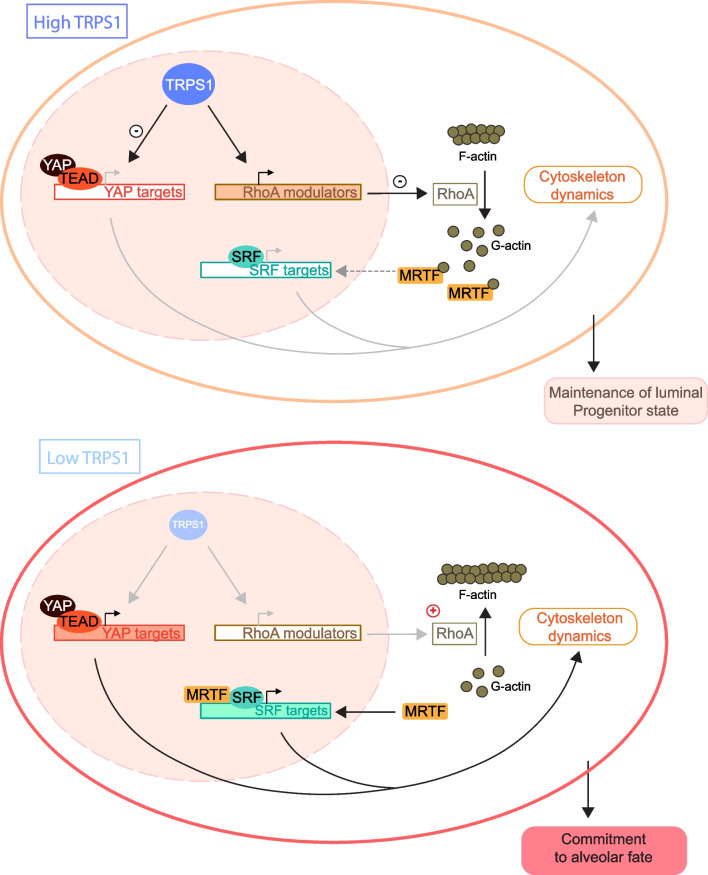
Model for how TRPS1 prevents luminal progenitors from entering the alveolar differentiation path

In luminal progenitor cells, TRPS1 activity is high and represses both YAP and SRF/MRTF activity: YAP repression results from the direct modulation of YAP target genes while SRF/MRTF activity is repressed indirectly via the modulation of RhoA activity. In luminal cells committed to the alveolar fate, TRPS1 activity is low, the repression over SRF/MRTF and YAP activities is lifted and forces the cells to exit the progenitor state.

## Discussion

In this work we have developed a mouse model allowing the conditional ubiquitous depletion of TRPS1 using dox-inducible shRNA expression. We found that this model provided a way to ubiquitously diminish TRPS1 function without affecting the skeleton and cartilage development and early mammary gland development since it allows TRPS1 depletion in the adult animals. TRPS1 has recently emerged as an oncogene in specific breast cancer types. This work thus provides the first indication that targeting TRPS1 with a drug would not result in serious side effects. Indeed, the detailed phenotypic analysis did not reveal any major health issues upon TRPS1 depletion in the female mice who remained healthy over ten weeks of doxycycline treatment. In the future, it will be interesting to see how shTRPS1 mice respond in a breast cancer mouse model. Here, however we focused on the physiologic functions of TRPS1, mainly in the mammary gland.

Consistent with TRPS1 expression being restricted to luminal cells, basal cells barely responded to TRPS1 depletion, whereas the transcriptome of luminal cells-particularly the luminal progenitor compartment-was markedly affected. Consistently, TRPS1 depletion had a negative impact on LP function, e.g. in CFC assays, demonstrating that TRPS1 is essential for these cells. Unexpectedly, we observed that GFP-negative luminal cells from shTrps1 animals formed a higher number of colonies than shRen controls. This suggests that compensatory mechanisms are present in vivo to overcome the reduced functionality of TRPS1-depleted LPs and could explain why we found no apparent changes of the mammary gland histological structure after long-term TRPS1 depletion. A lineage tracing experiment following the fate of each LP over time or the analysis of the transcriptional changes that occur in the GFP^low^ shTrps1 population upon TRPS1 depletion could help elucidating these mechanisms.

Searching for regulatory pathways that are modulated by TRPS1 to maintain the LP pool and their functionality, we found that TRPS1 represses the SRF/MRTF regulatory pathway linking actin dynamics to SRF-mediated gene transcription. Notably, low SRF activity is crucial to maintain the LP function since hyperactivation of SRF in luminal cells did not only lead to repression of LP marker genes but also completely abolished colony forming abilities in CFC assays whereas ROCK inhibition promoted colony formation.

Our scRNA-Seq pseudotime analysis revealed that the LPs can follow two possible paths of differentiation one leading to mature hormone-sensing cells and the other to a population that could represent hormone receptor-negative committed alveolar precursors [32]. The alveolar branch shows gradual activation of SRF/MRTF as well as YAP/TAZ suggesting that there might be already a priming mechanism in alveolar precursors that would require SRF and YAP activity. In virgin mice, a small number of alveolar cells are differentiated at each estrus cycle, and this number increases during pregnancy [33]. Although in the virgin gland YAP is mainly active in basal cells, at pregnancy it becomes very active in proliferating alveolar cells prior to differentiation of the alveoli [34]. MRTF is crucial to maintain basal cell contractile function during lactation [35], but there is no report of SRF/MRTF playing a role in alveolar differentiation of the luminal cells. However, SRF and YAP are both involved in mechano-transduction, and they have overlapping targets and potentiates each other’s activity [24] so they could cooperate to induce differentiation of alveolar cells. The development of Alveoli and the associated changes in cell morphology is a process that is likely to produce mechanical strain and therefore influence the actin cytoskeleton/SRF activity not only in the basal layer but also in the adjacent luminal alveolar cells [36]. YAP/TAZ activity in luminal cells could also be influenced by mechanical strain, as it is the primary signal stimulating YAP/TAZ activity in the liver [37]. Keeping YAP/TAZ activity in check is crucial in luminal cells since uncontrolled YAP has been shown to trigger overgrowth of aberrant luminal cells expressing basal markers that lead to altered ductal morphology and basal-like BC phenotypes [38]. In any case, TRPS1 needs to repress YAP/TAZ and SRF/MRTF activity to preserve the LP pool by preventing LPs from entering the alveolar differentiation path. Interestingly, YAP/TAZ is repressed directly by TRPS1 by binding to joint sites whereas SRF/MRTF repression seems to be largely indirect, e.g. via repression of a set of genes involved in modulating RhoA activity so that independent mechanisms can assure their stable repression.

In support of the hypothesis that TRPS1 prevents differentiation, our scATAC-Seq experiments to dissect the early events following TRPS1 depletion in mammary gland organoids revealed a strong activation of Elf5. Elf5 overexpression has been shown to support the differentiation of luminal progenitors into alveolar cells [26]. Concomitantly, GATA motifs become more accessible and this could result in the activation of GATA targets as these sites could be more accessible to GATA activators like GATA3 which is also essential for the differentiation of luminal progenitor cells along the secretory alveolar sublineage [17, 18]. Taken together our results suggest that TRPS1 maintain the LP population mainly by preventing entry in the alveolar differentiation process. This involves the repression of a YAP/SRF mechano-transduction program (Fig. 7).

In our CUT&RUN experiments from freshly sorted mouse mammary gland cells, we observed a strikingly different binding behavior of TRPS1 compared to ChIP-Seq experiments from cultured breast cancer cells [4, 5, 8]. Whereas in breast cancer cells, TRPS1 mainly bound to enhancer regions via its GATA domain, our CUT&RUN demonstrate a promoter-proximal binding pattern that is potentially mediated by TRPS1’s C2H2 zinc fingers. Whether this is due to technical differences of ChIP-Seq vs. CUT&RUN or whether TRPS1 binding is altered during malignant transformation needs to be addressed in the future. This data implies, however, an important function of TRPS1’s C2H2 zinc fingers for mammary gland function and could potentially explain why no phenotype has been observed in TRPS1 patients where only the GATA zinc finger region is affected.

In young BRCA1/2 carriers [10] and aged women [11, 39], there is an expansion of aberrant LP population expressing basal traits. These are believed to be the cells of origin of BC and therefore their expansion highly increases the risk to develop breast cancer. Since TRPS1 maintains a functional LP population in the homeostatic mammary gland, it is tempting to speculate that TRPS1 could be one of the drivers of luminal progenitor expansion especially as high levels of TRPS1 have been shown to enhance proliferation by boosting replication both in normal and cancerous mammary epithelial cells [40]. Therefore, targeting TRPS1 at an early stage could be an effective preventive and safe strategy in aged individuals or BRCA1/2 carriers – as suggested by our ubiquitous shTRPS1 mouse model. However, it will be necessary to find a balance between eliminating aberrant LP while preserving the mammary gland epithelium. One must also consider potential compensatory mechanisms that might arise when TRPS1 is depleted/inactivated and might render the treatment inefficient.

How TRPS1 becomes an oncogene and how it can be targeted most efficiently needs to be addressed in the future and will require the generation of adapted mouse models combining cancer model and shRNA based Trps1 depletion. Since transcription factors such as TRPS1 are very hard to target with small molecules, mostly because of the lack of good binding surface, one would need to consider alternatives to the direct targeting of TRPS1, e.g. by inhibiting crucial corepressor proteins of TRPS1.

## Conclusions

In this work, we established the first mouse model that enables TRPS1 whole body depletion mimicking the systemic effect of TRPS1 drug targeting, using this model, we demonstrate a crucial role of TRPS1 in maintaining a functional luminal progenitor pool in the homeostatic mammary gland. Moreover, we provide evidence that TRPS1 depletion does not impact female animal fitness which makes it a promising candidate for future therapy. Mechanistically, TRPS1 represses a mechano-transduction program controlled by SRF/MRTF and YAP/TAZ to prevent the commitment of luminal progenitors to an alveolar fate. Because there is growing evidence that breast cancer originates from the expansion of altered luminal progenitors, our findings could be of interest for the understanding of breast cancer initiation and the development of new therapeutic strategies.

### Supplementary Information

**Additional file 1.** Additional methods.

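The mature luminal gene set lists 322 entries that name 318 distinct genes, of which 314 matched the annotation by symbol and 4 by an older symbol. All 318 genes were tested in the comparison of LP with mature libraries, and all had a negative log2 fold change, between -5.47 and -1.03 with a median of -1.49. Their adjusted p-values from edgeR's quasi-likelihood test lay between 0.000105 and 0.0479, and 313 of the genes passed 0.05 in the fit with a replicate block. None passed 1e-4, whereas 256 did with an absolute log2 fold change above 1 in edgeR's likelihood ratio test. In 299 of the genes every mature library was higher than every LP library, and the lowest mean expression in the set was 5.85 log2 CPM. The paper drew the set from this experiment, so these values do not measure its stability. The paper's text gives no rule by which the listed genes were selected. Genes with an adjusted p-value under 0.05, a log2 fold change below -1 and a mean expression no lower than the lowest in the set numbered 443, and the set holds 318 of them.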

**Additional file 2**:Luminal Mature Geneset as xlsx.

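The luminal progenitor gene set lists 210 entries that name 207 distinct genes, which all matched the annotation by symbol. The 207 genes were all higher in LP libraries, with log2 fold changes between 0.97 and 7.29 and a median of 1.61. In 206 of them the adjusted p-value from edgeR's quasi-likelihood test was under 0.05, and the largest was 0.0512. With a replicate block 205 genes passed 0.05. The stricter level, an adjusted p-value under 1e-4 with an absolute log2 fold change above 1, was passed by 2 genes in the quasi-likelihood test and by 163 in edgeR's likelihood ratio test. In 201 genes every LP library was higher than every mature library, and the lowest mean expression in the set was 6.37 log2 CPM. This set too was drawn by the paper from the same libraries. Of all tested genes, 207 had an adjusted p-value under 0.05, a log2 fold change above 1 and a mean expression no lower than the lowest in the set, and 199 of these belong to it.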

**Additional file 3** : Luminal Progenitor Geneset as xlsx.

**Additional file 4**: Markers luminal re-clustered shRen only as txt file.

**Additional file 5** : TRPS1 targets with GO terms related to actin as xlsx.

**Additional file 6** :Reagents list as pdf.

**Additional file 7** : Oligonucleotides list as pdf.

**Additional file 8: Fig. S1**: Breeding schemes, **Fig. S2**: Mouse phenotypic analysis timeline table, **Fig. S3**: additional UMAP plot of CITE-Seq data.** Figs. S4-S9 and S11**: cell sorting strategies employed for the different experiments.**Fig. S10**: sc-ATAC-Seq experiments showing that TRPS1 prevents LP differentiation **Fig. S12**: CFC assay showing the effect of the Y-27632 ROCK inhibitor on the colony forming ability of shRNA-expressing Luminal progenitors isolated from untreated shRen and shTrps1 mice.

**Additional file 9** : Additional Methods: provided as pdf file..

## Data Availability

Source data are provided with this paper upon request. The Next-generation sequencing data generated in this study have been deposited in the GEO database under accession code GSE243511.

## Abbreviations

ACTN1: Actinin1
ADT: Antibody-Derived Tag
APC: Allophycocyanin
AREG: Amphiregulin
ARHGAP28: Rho GTPase Activating Protein 28
ATF4: Activating Transcription Factor 4
BC: Breast Cancer
BMD: Bone Mineral Density
BRCA1: Breast Cancer 1
BSA: Bovine Serum Albumin
CD: Cytochalasin D
CD14: Cluster of differentiation 14
CFC assay: Colony forming Cell assay
ChIP-Seq: Chromatin Immunoprecipitation and Sequencing
CITE-Seq: Cellular Indexing of Transcriptomes and Epitopes by Sequencing
CTGF: Connective Tissue Growth Factor
CUT&RUN: Cleavage Under Targets and Release Using Nuclease
CYR61: Cysteine-rich angiogenic inducer 61
DMEM: Dulbecco's Modified Eagle Medium
DXA: Dual-energy X-ray Absorptiometry
ELF5: E74 Like ETS Transcription Factor 5
EpCAM: Epithelial Cell Adhesion Molecule)
ER: Endoplasmic Reticulum
ETS: E26 transformation-specific
FBS: Fetal Bovine Serum
FC: Fold Change
GFP: Green Fluorescent Protein
KLF6: Kruppel-like factor 6
Krt8: Keratin 8
LC: Luminal Cell
LP: Luminal Progenitor
MRTF: Myocardin Related Transcription Factor
mTOR: Mammalian Target Of Rapamycin
PBS: Phosphate-Buffered Saline
PCA: Principal Component Analysis
PE: Phycoerythrin
qRT-PCR: Quantitative Reverse Transcription Polymerase Chain Reaction
Sc-ATAC-Seq: Single cell Assay for Transposase-Accessible Chromatin with sequencing
shRNA: Small hairpin Ribonucleic Acid
SOX: Sry-type HMG box
SRF: Serum Response Factor
TAZ: Transcriptional coactivator with PDZ-binding motif
TF: Transcription Factor
tGFP: TurboGreen Fluorescent Protein
TIP1: SEC twenty interacting protein 1
TRE: Tetracyclin Response Element
TRPS1: Trichorhinophalangeal Syndrome 1
TUBA1C: Tubulin Alpha 1c
YAP: Yes associated Protein

# Supplementary material for: TRPS1 maintains luminal progenitors in the mammary gland by repressing SRF/MRTF activity
**Source:** Breast Cancer Res. 2024 May 3;26:74. doi: 10.1186/s13058-024-01824-7

Uncropped immunoblots for Fig. 1b

Blot 1: TRPS1

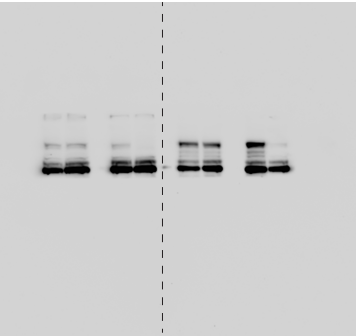

Blot 2:TRPS1  
(long exposure of  
Blot 1 cut at dashed line)

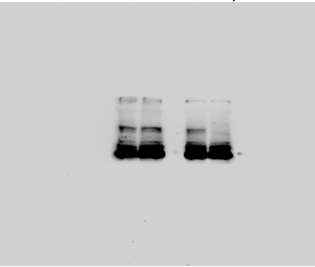

Blot 3: VINCULIN

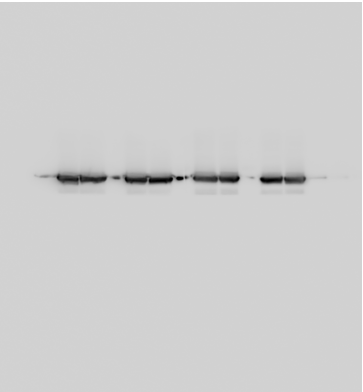

**Supplement:** Supplementary file 1 — Additional file 1. Additional methods.

# Supplementary material for: TRPS1 maintains luminal progenitors in the mammary gland by repressing SRF/MRTF activity
**Source:** Breast Cancer Res. 2024 May 3;26:74. doi: 10.1186/s13058-024-01824-7
**Supplement:** Supplementary file 6 — Additional file 6 :Reagents list as pdf.

**Additional Table 5: Reagents**

| REAGENT                                                 | Source                               | Identifier  | Concentration |
|---------------------------------------------------------|--------------------------------------|-------------|---------------|
| <b>Antibodies</b>                                       |                                      |             |               |
| Biotin anti-TER-119, Clone:TER-119                      | ThermoFisher Scientific              | 13-5921-82  | 1:50          |
| Biotin anti-CD31, Clone:390                             | ThermoFisher Scientific              | 13-0311-82  | 1: 50         |
| Biotin anti-CD45, Clone:30-F11                          | ThermoFisher Scientific              | 13-0451-82  | 1:50          |
| PE-anti mouse EpCAM, Clone:1B7                          | Biolegend                            | 12-9326-42  | 1: 100        |
| APC/Fire™750 anti-human/mouse CD49f antibody, Clone: 93 | Biolegend                            | 313631      | 1:100         |
| APC anti-mouse CD117 (c-kit)- Clone:2B8                 | Biolegend                            | 105812      | 1: 100        |
| Streptavidin-eFluor450                                  | ThermoFisher Scientific              | 48-4317-82  | 1:200         |
| PE-Vio 770 Anti-mouse CD14                              | Miltenyi                             | 130-115-560 | 1:100         |
| TotalSeq™-A0449 anti-mouse CD326 (Ep-CAM) Antibody      | Biolegend                            | 118237      | 0,5 µg        |
| TotalSeq™-A0070 anti-human/mouse CD49f Antibody:        | Biolegend                            | 313633      | 0,5 µg        |
| TotalSeq™-A0238 Rat IgG 2α, λ Isotype control           | Biolegend                            | 400571      | 0,5 µg        |
| Anti-TRPS1                                              | Abcam                                | ab209664    | 1:200         |
| Anti-mouse Krt8                                         | biolegend                            | 904804      | 1:500         |
| Anti-mouse Krt8                                         | Developmental Studies Hybridoma Bank | TROMA-I-s   | 2 ug/mL       |
| Anti-tGFP                                               | OriGene                              | TA150041    | 1:400         |
| AF488 Anti-mouse IgG                                    | ThermoFisher Scientific              |             | 1:400         |
| AF546 anti-Rabbit IgG                                   | ThermoFisher Scientific              |             | 1:400         |
| AF647 anti-Rat IgG                                      | ThermoFisher Scientific              |             | 1:400         |
| Anti-Vinculin (hVIN-1)                                  | Sigma-Aldrich                        | #V9131      | 1:10000       |
| Anti-SRF (D71A9) XP®                                    | Cell signaling                       | 5147T       | 1:100         |
| Anti-mouse IgG-HRP                                      | Santa Cruz                           | sc-2314     | 1:5000        |

|                                                                                      |                         |                |        |
|--------------------------------------------------------------------------------------|-------------------------|----------------|--------|
| Anti-rabbit IgG-HRP                                                                  | Santa Cruz              | sc-2313        | 1:5000 |
| <b>Chemicals, Peptides, and Recombinant Proteins</b>                                 |                         |                |        |
| Gibco Fetal Bovine Serum                                                             | ThermoFisher Scientific | F7524-500ML    |        |
| Leibovitz's L-15 Medium (500 mL)                                                     | ThermoFisher Scientific | 11415064       |        |
| DMEM F-12 Glutamax                                                                   | ThermoFisher Scientific | 12634028       |        |
| B-27® Supplement (50X)                                                               | ThermoFisher Scientific | 17504044       |        |
| N-2 Supplement (100X)                                                                | ThermoFisher Scientific | 17502048       |        |
| Murine Noggin, 100µg                                                                 | Peprotech               | 250-38         |        |
| Recombinant Mouse Neuregulin-1/NRG1 Protein, CF, 50µg                                | Peprotech               | 9875-NR-050    |        |
| Leibovitz's L-15 Medium (500 mL)                                                     | ThermoFisher Scientific | 11415064       |        |
| Corning® Matrigel® Growth Factor Reduced (GFR) Basement Membrane Matrix, *LDEV-free, | Corning                 | 354230         |        |
| TrypLE™ Express Enzyme (1X)                                                          | ThermoFisher Scientific | 12604013       |        |
| Cultrex Organoid Harvesting Solution                                                 | R&D systems             | 3700-100-01    |        |
| RPMI 1640 (+GlutaMax)                                                                | ThermoFisher Scientific | 21875091       |        |
| EpiCult-B Mouse Medium Kit                                                           | STEMCELL Technologies   | 5610           |        |
| SYTOX Blue dead cell stain                                                           | ThermoFisher Scientific | S34857         |        |
| Giemsa stain                                                                         | Sigma                   | GS500          |        |
|                                                                                      |                         |                |        |
| <b>Critical Commercial Assays</b>                                                    |                         |                |        |
| innuMIX qPCR DSGreen Standard                                                        | Analytik Jena           | 845-AS-1300200 |        |
| RNeasy® Micro kit                                                                    | Qiagen                  | 74004          |        |
| NEBNext® Ultra RNA Library Prep kit for Illumina                                     | NEB                     | E7530L         |        |
| Chromium Single Cell 3' Library Construction Kit v3                                  | 10x Genomics            | 1000078        |        |
| Chromium Next GEM Single Cell ATAC Library & Gel Bead Kit v1.1                       | 10x Genomics            | 1000176        |        |
| MinElute PCR Purification Kit                                                        | Qiagen                  | 28006          |        |

|                                          |                       |        |  |
|------------------------------------------|-----------------------|--------|--|
| Agencourt AMPure XP                      | Beckman Coulter       | A63881 |  |
| NEBNext® High-Fidelity 2X PCR Master Mix | NEB                   | M0541L |  |
| Passive Lysis Buffer                     | Promega               | E194A  |  |
| Gentle 10X Collagenase/Hyaluronidase     | STEMCELL Technologies | 7919   |  |

# Supplementary material for: TRPS1 maintains luminal progenitors in the mammary gland by repressing SRF/MRTF activity
**Source:** Breast Cancer Res. 2024 May 3;26:74. doi: 10.1186/s13058-024-01824-7
**Supplement:** Supplementary file 7 — Additional file 7 : Oligonucleotides list as pdf.

**Additional Table 6: Oligonucleotides**

# Supplementary material for: TRPS1 maintains luminal progenitors in the mammary gland by repressing SRF/MRTF activity
**Source:** Breast Cancer Res. 2024 May 3;26:74. doi: 10.1186/s13058-024-01824-7
**Supplement:** Supplementary file 8 — Additional file 8: Fig. S1: Breeding schemes, Fig. S2: Mouse phenotypic analysis timeline table, Fig. S3: additional UMAP plot of CITE-Seq data. Figs. S4-S9 and S11: cell sorting strategies employed for the different experiments.Fig. S10: sc-ATAC-Seq experiments showing that TRPS1 prevents LP differentiation Fig. S12: CFC assay showing the effect of the Y-27632 ROCK inhibitor on the colony forming ability of shRNA-expressing Luminal progenitors isolated from untreated shRen and shTrps1 mice.

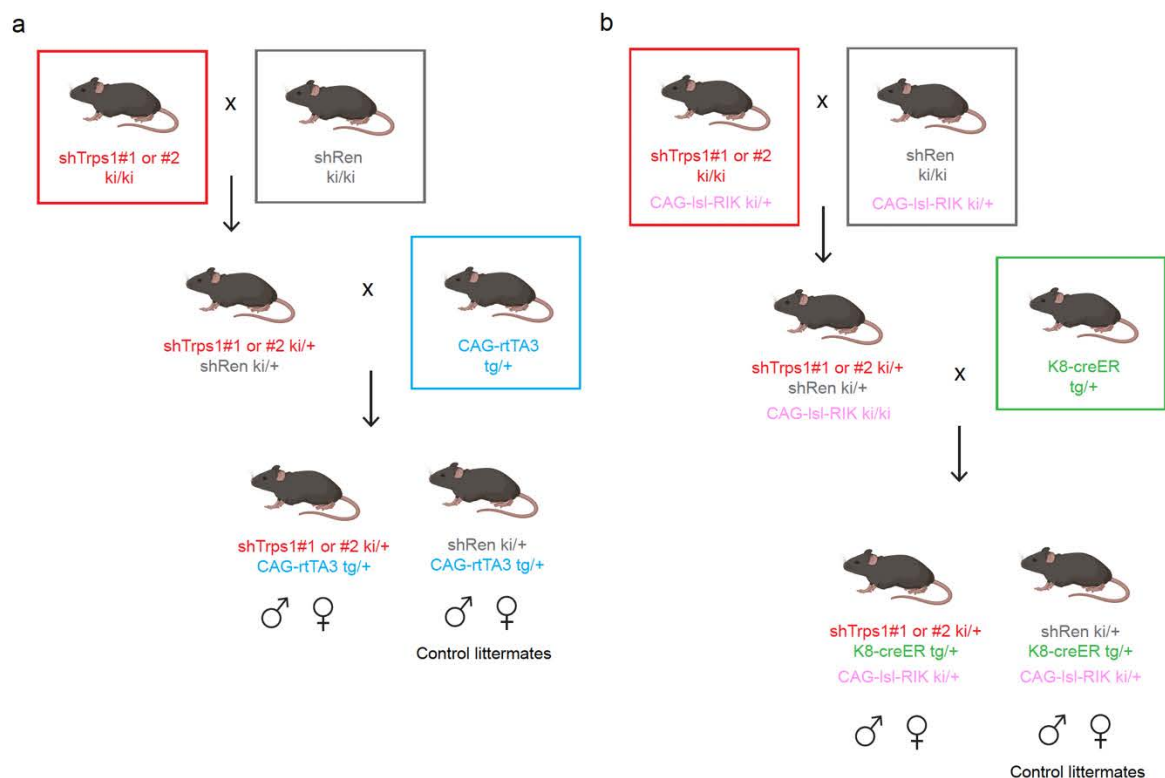

### Additional Figure 1: Breeding Schemes

(a) generation of animals ubiquitously expressing shTrps1: homozygous shTrps1 (ki/ki) are crossed with homozygous shRen (ki/ki) to obtain progeny carrying both shTrps1 (ki/+) and shRen (ki/+) alleles. These animals are then crossed with CAG-rtTA3 heterologous (tg/+) animals to obtain shTrps1 ki/+, CAG-rtTA3 tg/+ experimental animals and shRen ki/+ CAG-rtTA3 tg/+ control littermates.

(b) generation of animals expressing shTrps1 specifically in the luminal compartment: animals homozygous for shTrps1 (ki/ki) and carrying a CAG-lsl-RIK allele (ki/+) are crossed with animals homozygous for shRen (ki/ki) and carrying a CAG-lsl-RIK allele (ki/+) to obtain progeny carrying both shTrps1 (ki/+) and shRen (ki/+) alleles and homozygous for CAG-lsl-RIK (ki/ki). These animals are then crossed with K8-CreER (tg/+) animals to obtain shTrps1 ki/+, CAG-lsl-RIK ki/+, K8-CreER tg/+ experimental animals and shRen ki/+, CAG-lsl-RIK ki/+, K8-CreER tg/+ control animals.

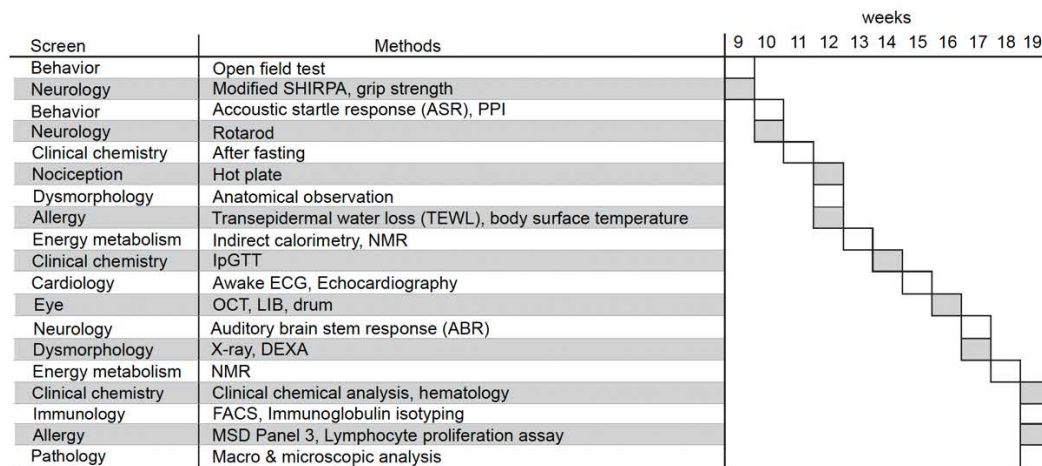

**Additional Figure 2: Mouse Phenotypic analysis timeline**

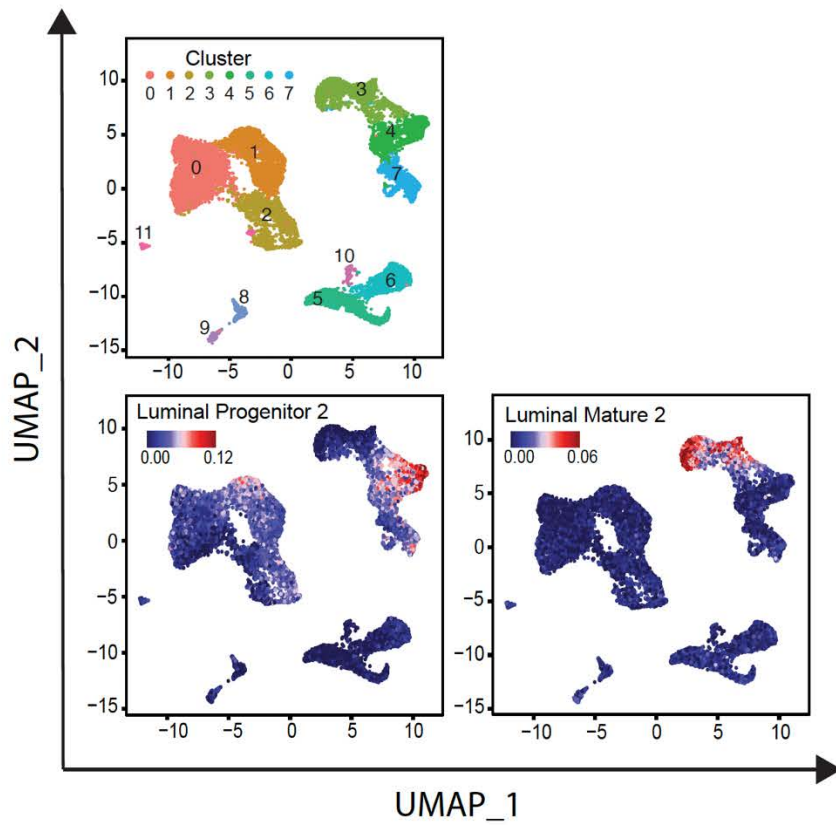

**Additional Figure 3:**

UMAP dimensionality reduction plots of the CITE-Seq data from shTrps1 and shRen mammary gland cells combined (see Figure 3) showing the gene set activity based on AUCs of a luminal progenitor and a luminal mature gene set published by Lim et al. (2010).

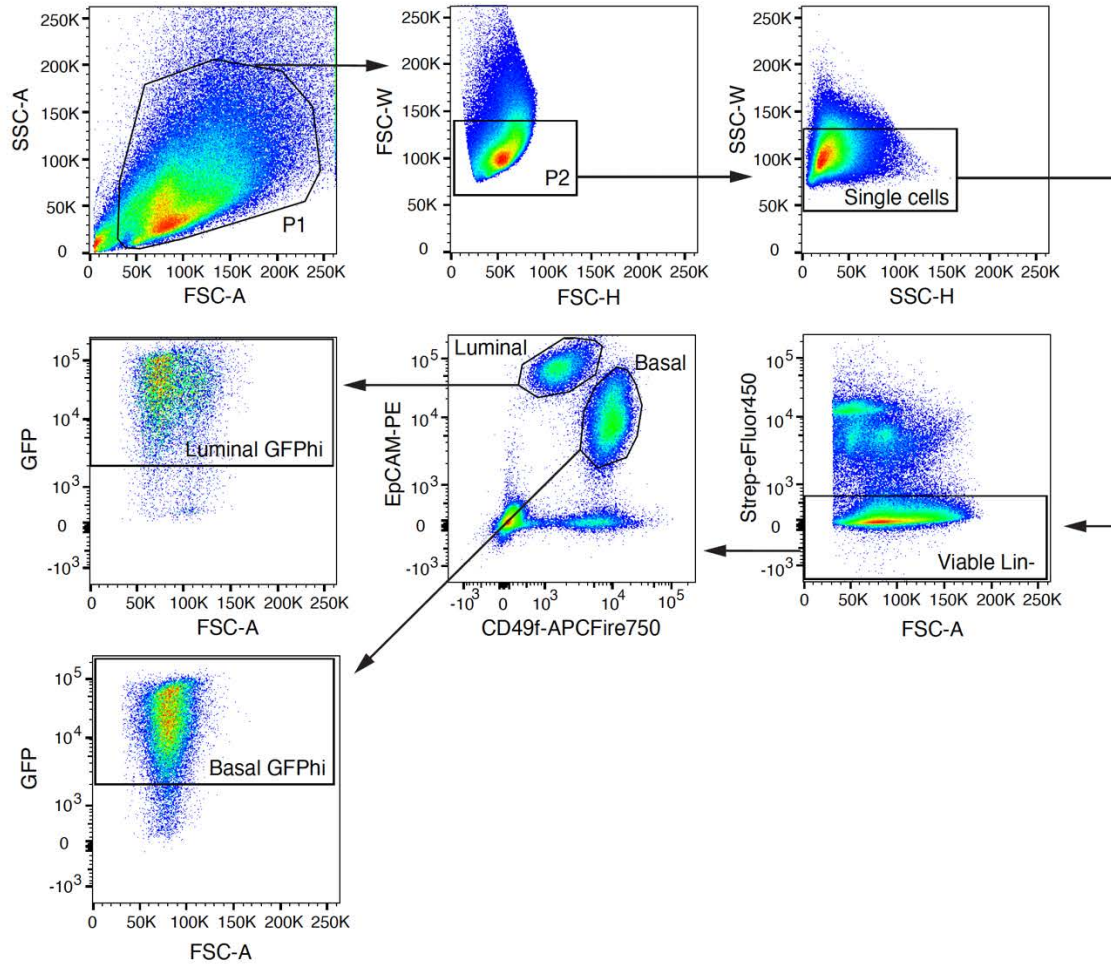

**Additional Figure 4:** sorting strategy used in Figure 2c to isolate basal and luminal cells expressing shTrps1 (GFPhi) from ubiquitous shTrps1 model mice.

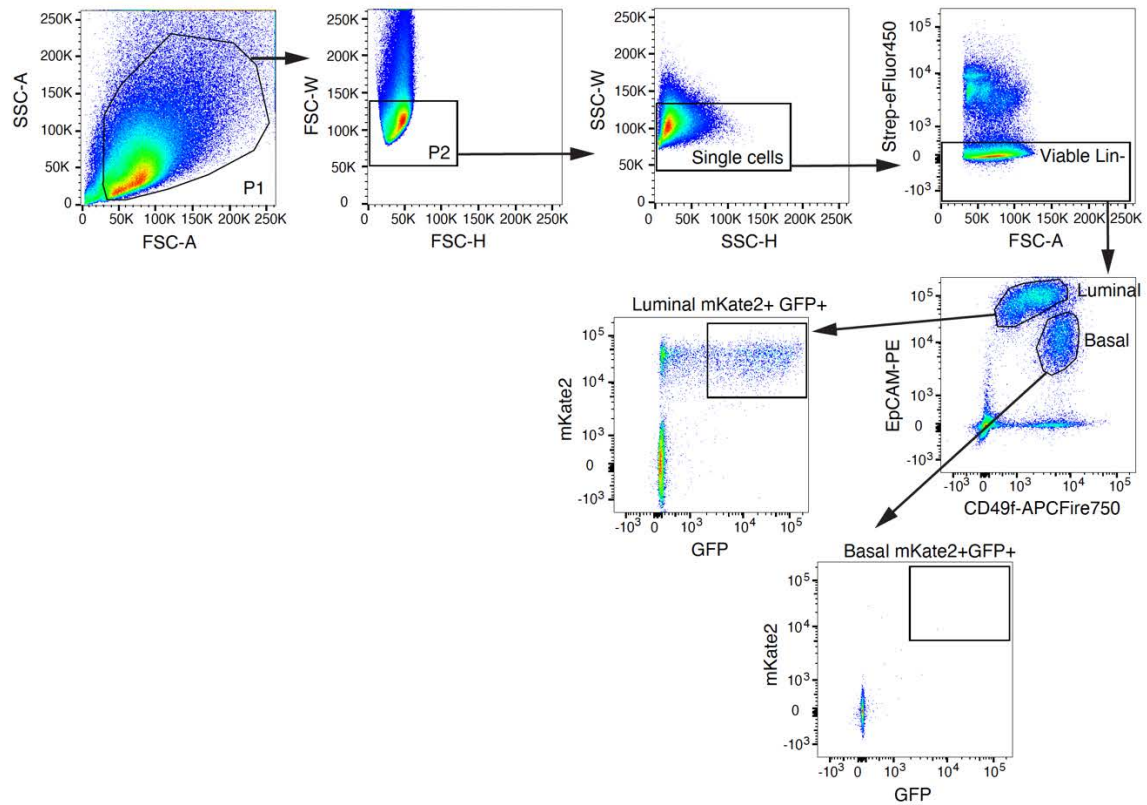

**Additional Figure 5:** sorting strategy used in Figure 2I to isolate mammary basal and luminal cells expressing shTrps1 (mKate2+ GFP+) from luminal-specific shTrps1 model mice.

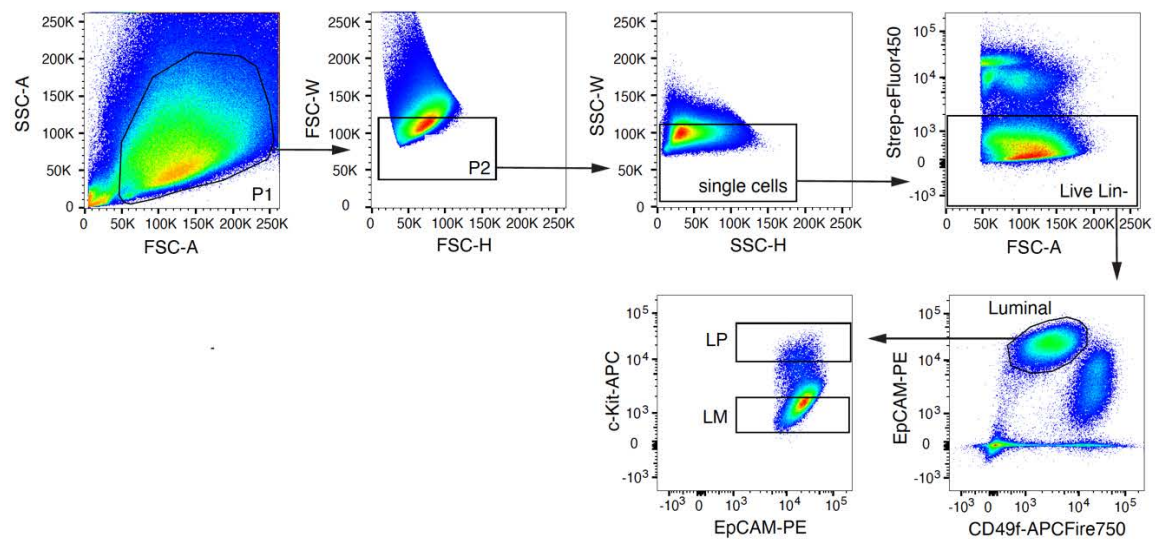

**Additional Figure 6:** sorting strategy used in Figure 3 to isolate mammary progenitor and mature luminal cells from wild type mice.

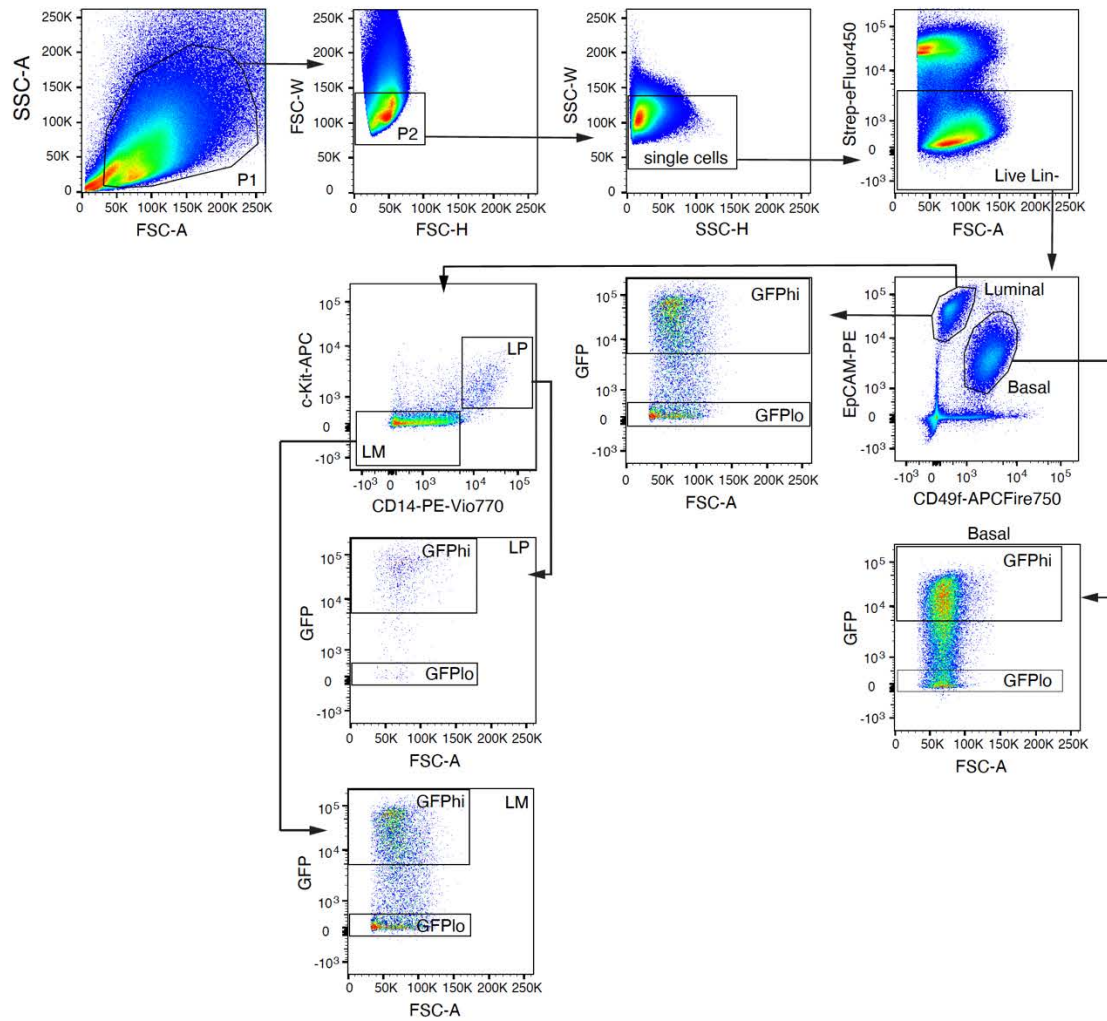

**Additional Figure 7:** gating strategy used in Figure 4a to analyze the proportion of GFPi and GFPlo cells in the different mammary epithelial subpopulations: Basal, Luminal, Luminal mature (LM) and Luminal progenitor (LP).

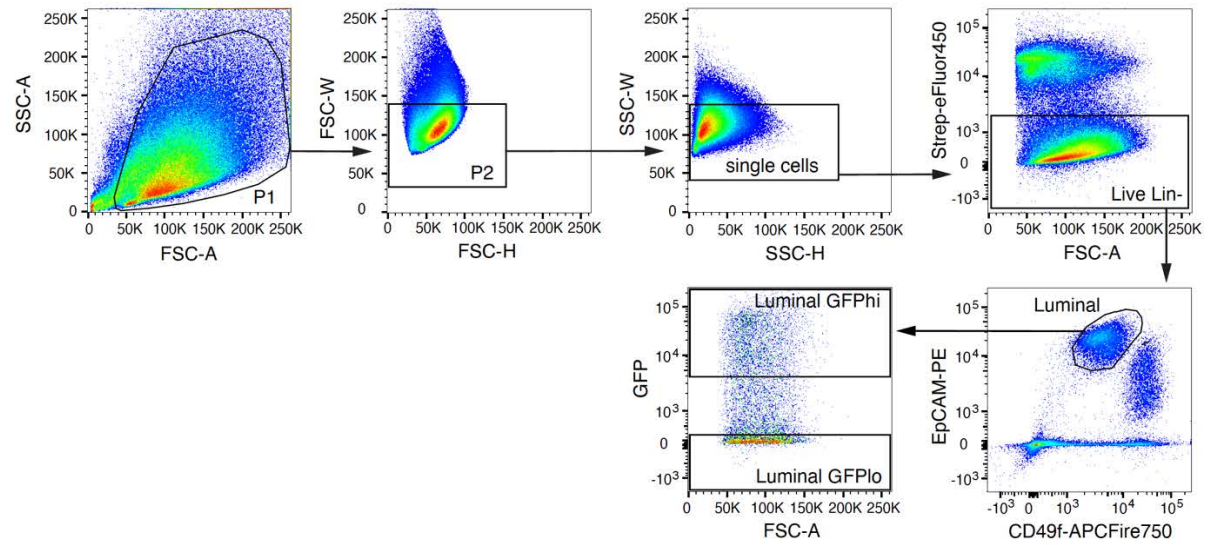

**Additional Figure 8:** sorting strategy used in Figure 4d-e to isolate mammary luminal cells expressing high shTrps1 (GFPhi) or expressing low of no shTrps1 (GFPlo) for a colony forming assay.

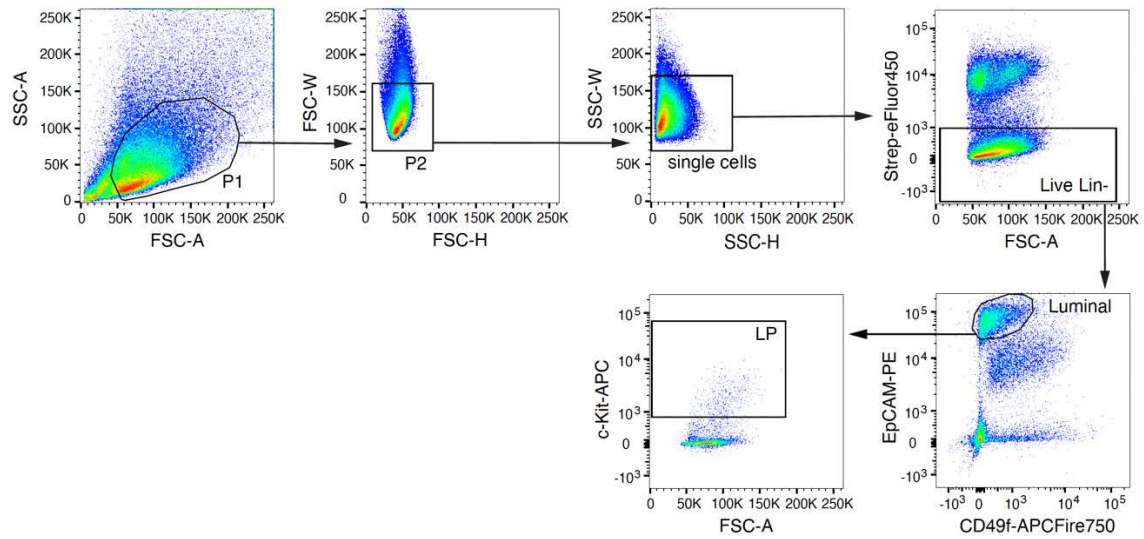

**Additional Figure 9:** sorting strategy used in Figure 5o-p to isolate mammary luminal progenitor cells from wild type mice for colony forming assay.

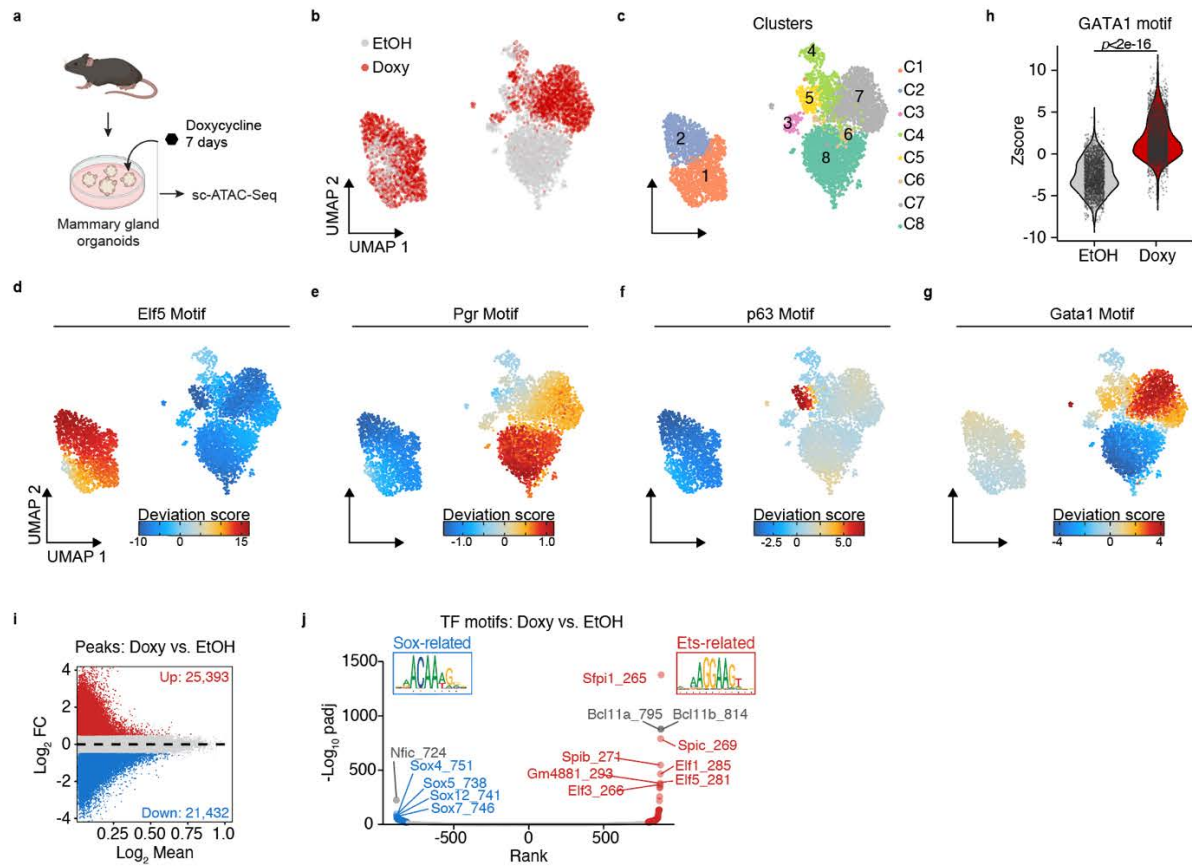

### Additional Figure 10: TRPS1 prevents LP differentiation

- (a) Experimental design: organoids prepared from mammary glands isolated from wt BL6 mice were treated with doxycycline for 7 days and subjected to sc-ATAC-Seq
- (b)-(c) UMAP dimensionality reduction plots of the mammary organoid cells. (b) Cells treated with Dox or Ethanol are highlighted in red and grey respectively, (c) Graph-based clusters.
- (d)-(g) UMAP dimensionality reduction plots of the mammary organoid cells showing the motif accessibility for the indicated TF.
- (h) GATA1 motif enrichment in sc-ATAC-Seq peaks from Dox vs Ethanol-treated cells. Wilcoxon rank-sum test.
- (i) Volcano plot of the differential sc-ATAC-Seq peaks from Dox vs Ethanol-treated cells.
- (j) TF Motif enrichment in the up (red) or down (blue) regulated ATAC-Seq peaks in Dox vs Ethanol-treated cells.

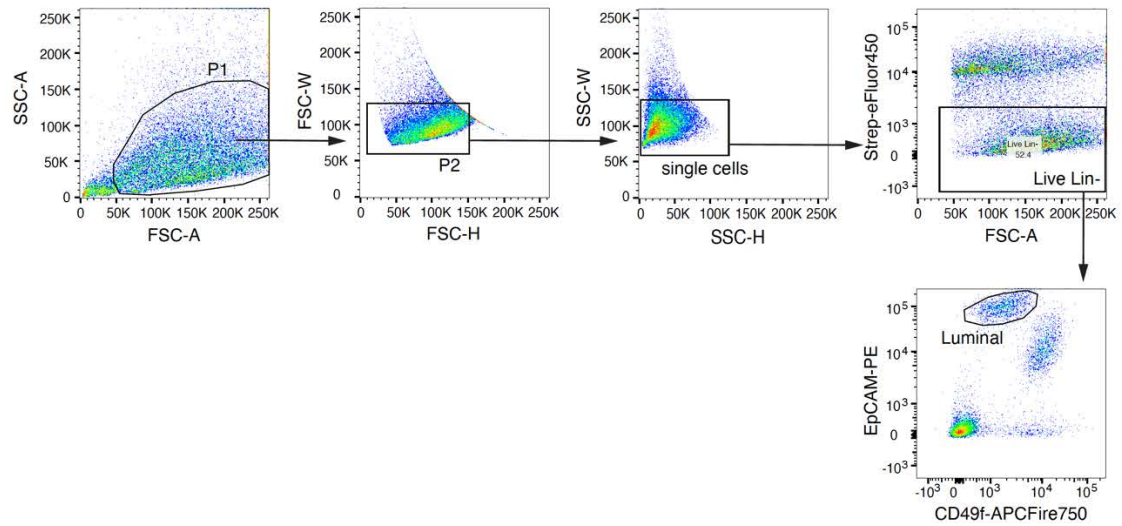

**Additional Figure 11:** sorting strategy used in Figure 6a to isolate mammary luminal cells from wild type mice for CUT and RUN.

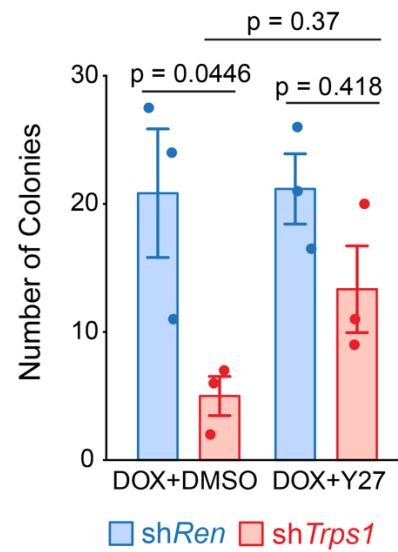

### Additional Figure 12:

Number of colonies formed by mammary luminal progenitors sorted from shTrps1 and shRen control animals and treated *in vitro* with doxycycline (DOX) or a combination of doxycycline and the Y-27632 ROCK inhibitor (Y27).

One-way ANOVA with Tukey HSD post hoc test. Indicated *p* values are *p* adjusted.

# Supplementary material for: TRPS1 maintains luminal progenitors in the mammary gland by repressing SRF/MRTF activity
**Source:** Breast Cancer Res. 2024 May 3;26:74. doi: 10.1186/s13058-024-01824-7
**Supplement:** Supplementary file 9 — Additional file 9 : Additional Methods: provided as pdf file.

## **Additional Methods**

### *Mice*

Animal experiments were approved by the state government of Thuringia under the animal experiment license FLI-17-004 and FLI-17-017. CAG-lsl-RIK, TRE-tGFP-shTrps1#1, shTrps1#2 or shRenilla [1, 2], and CAG-rtTA3 mice lines were obtained from the Mirimus Company (NY, USA). The shRNA sequences can be found in Supplementary Table 6. To obtain shTrps1 experimental animals and shRen control littermates, homozygous mice carrying both an shTrps1 and an shRen cassette were first generated by breeding CAG-lsl-RIK, TRE-tGFP-shTrps1#1, shTrps1#2 with CAG-lsl-RIK, TRE-tGFP-shRenilla animals. And the resulting progeny was then bred with animals of the CAG-rtTA3 line or the K8-CreER line (C57BL/6J background) (Supplementary Figure S1). Breedings were carried out at the Leibniz Institute on Aging – Fritz Lipmann institute e.V. (FLI). Wild type mice C57BL/6J or C57BL/6JRj were obtained from The Jackson Laboratory and the Janvier Labs and also bred in house. Mice were used for experiments within an age range of 12 to 20 weeks. The mice were kept in individually ventilated cages (IVCs) under Specific Pathogen-Free (SPF) conditions with a 12 h/12 h dark/light cycle at a temperature of 20°C and a relative humidity of 55% according to the directives of the 2010/63/EU and GV SOLAS. To induce shRNA expression, the animals were fed with doxycycline-supplemented food obtained from the ssniff-Spezialdiäten company (Germany).

### *Phenotypic analyses at the German Mouse Clinic*

Mouse phenotyping tests were performed following standard procedures as described before [3, 4]([www.mouseclinic.de](http://www.mouseclinic.de)) and approved by the responsible authority of the district government of Upper Bavaria. Experimental groups were assigned according to the genotype of the animals. The selection of the mice for testing was balanced; control and mutants were measured alternately. Most of the tests were not conducted in blinded conditions because the results were recorded directly by the machines and, therefore, not influenceable by the examiner. The experiment was conducted in blinded conditions whenever there could have been an influence from the investigator. All the procedures are described in SOPs. Metadata for each data point was recorded throughout the measurements, and the influence of this metadata was monitored over time.

X-ray and DXA were performed in an UltraFocus DXA system (Faxitron Bioptics) with automatic exposure control. Histopathological analyses were carried out using H&E stainings of formalin-fixed and paraffin-embedded sections (3 µm) as described in [4]. The slides were scanned in a Hamamatsu NanoZoomer 2.0-HT digital scanner and analyzed with NDP.view2 software (Hamamatsu Photonics).

Parameters related to heart function were generated by transthoracic echocardiography (TTE) and electrocardiography (ECG) performed at 12 - weeks-old mice. High-throughput ECG and TTE recordings were performed in conscious mice to assess the electrical conduction system, the morphology and functionality of the heart [5]. Briefly, left ventricular function was evaluated with TTE using a Vevo 3100 Imaging System (Visual Sonics). ECGs were recorded by ECGenie (Mouse Specifics Inc., Boston, MA) and analyzed using e-Mouse software (Mouse Specifics Inc.). High-level details of these procedures have been described [6, 7] and can be accessed publicly: <https://www.mousephenotype.org/impress/ProcedureInfo?action=list&proclD=126>.

If not stated otherwise, data generated by the German Mouse Clinic was analyzed using R (Version 3.4.4). Tests for genotype effects were made by Wilcoxon rank sum test, linear models, or ANOVA and posthoc tests depending on the assumed distribution of the parameter and the questions addressed to the data. A p-value <0.05 has been used as level of significance; a correction for multiple testing has not been performed.

#### *Isolation of mammary epithelial cells and flow cytometry*

The 4<sup>th</sup> mouse mammary gland pair was isolated and digested for 15 h in DMEM/F12 medium supplemented with Hyaluronidase/collagenase (STEMCELL Technologies). Tissue lysates were centrifuged, and cell pellets were resuspended in ACK lysis Buffer (150 mM NH<sub>4</sub>Cl, 1M KHCO<sub>3</sub>, 100 µM EDTA) to eliminate the red blood cells. Cells were then treated with trypsin 0,25 % for 2 min, washed in HF Buffer (Hank's Balanced Salt Solution + 2% FBS) and treated with a solution containing 5 mg/mL dispase (Merck) and 0.2 mg/mL DNase (Merck) for 1 min. Cells were washed again in HF buffer, filtered through a 40 µm cell strainer counted and transferred to PBS 2% FBS. Cells were then incubated with a mixture of biotin-conjugated lineage antibodies (against TER-119, CD31 and CD45, Table S5). After washing in PBS 2% FBS, the

cells were incubated with fluorophore conjugated antibodies (PE-Anti-mouse EpCAM, APCFire750- anti-mouse CD49f and APC-anti -ckit, PEvio770-anti mouse CD14, See Table S5) and streptavidin-eFluor450 (Table S5).

For flow cytometric analysis and subsequent sorting, stained cells were washed twice and resuspended in PBS 2% FBS. The cell suspension was then filtered through (40  $\mu$ m) and 1  $\mu$ M SYTOX Blue dead cell stain (Thermo Fisher Scientific) was added. Fluorescence-activated sorting panels were set up using the automatic compensation feature of the FACS Diva software (BD Biosciences) according to the manufacturer's instructions with unstained cells or Ultracomp eBeads<sup>TM</sup> (Thermo Fisher Scientific) as single-stained compensation controls (see the eBeads<sup>TM</sup> manual for the protocol). Cells were sorted into low binding round bottom 96-well plates in medium using the BD FACS Aria Fusion cell sorter (BD Biosciences) and were stored on ice until further processing.

### *CITE-Seq*

For sc-Seq of the mammary gland cell populations, the lymph node was removed prior to mammary gland cell isolation (see *Isolation of mammary epithelial cells and flow cytometry*) and blood lineage were depleted by incubating the cells with a mixture of biotin-conjugated lineage antibodies (Thermo Fisher Scientific) (against TER-119, CD31 and CD45), washing in PBS 2% FBS and incubating with anti-Biotin microbeads (ref). The cells were then washed in PBS 2% FBS, resuspended in PBS and loaded on a LS MACS column (Miltenyi). Cells transferred to PBS + BSA 2% + Tween 20 0,01% and incubated with Fc blocking reagent 10 min at 4°C. 0.5  $\mu$ g of each Total Seq antibodies (anti-EpCAM and anti-CD49f, Biolegend) was added to the cell suspension and the samples were incubated 30 min at 4°C. Cells were washed in PBS + BSA 2% + Tween 20 0,01% and cells were counted with an automated cell counter (EVE, NanoEnTek) and adjusted to a concentration of 1000 cells/  $\mu$ L. Cells were subjected to the Chromium single cell 3' assay v3 (10X Genomics) as recommended by the manufacturer. After cDNA amplification, ADT-derived cDNAs and mRNA-derived cDNAs were separated based on their size using 0.6x AMPure XP Beads (Beckman Coulter). The mRNA-derived cDNAs contained in the bead fraction were further processed following the standard 10X Genomics protocol in order to generate single-cell (sc)RNA libraries. The ADT-derived cDNAs contained in the supernatant were

further purified as follows: 1.4x beads were added to obtain a final AMPure beads concentration of 2X and samples were incubated 10 min at RT. Supernatant was discarded and beads were washed with Ethanol 80%, air-dried and resuspended in 50  $\mu$ L water. The same procedure was repeated once. Beads were washed twice with Ethanol 80% and air-dried. The purified ADTs were subsequently eluted in 45  $\mu$ L water at RT for 5 min. To generate the ADT sequencing library, 45  $\mu$ L ADTs were used as template in a 100  $\mu$ L PCR reaction with the NEBNext<sup>®</sup> High Fidelity Master Mix (NEB), a Truseq small RNA RPIx (containing i7 index) primer and the 10X Genomics SI-PCR primer (see primer table). The PCR products were incubated with 1.6x AMPure beads at RT for 5 min. After washing the beads twice with Ethanol 80%, the ADT library was eluted in 30  $\mu$ L water. The libraries were quantified using an Agilent Tapestation 4200. The scRNA-Seq libraries and the ADT libraries were sequenced together on an Illumina NextSeq500 platform using a 75 cycle High Output v2.5 kit. The following sequencing cycles were performed: R1 (10x barcode + UMI): 26bp; R2 (cDNA): 53 bp; i7 index: 8 bp. Extraction of FastQ files was done using bcl2fastq v2.20.0.422 (Illumina).

#### *Mammary gland organoids isolation and cultivation*

The 4th pair of mouse mammary glands was isolated and finely chopped with a scalpel. The tissue was transferred to a tube adapted to the Octo tissue dissociator from Miltenyi containing 2.5 mL of Leibovitz's L-15 Medium (Thermo Fisher Scientific) supplemented with 3 mg/mL Collagenase A and 1.5 mg/mL Trypsin. Samples were incubated in the Octo tissue dissociator 1h at 37°C, 100 rpm. Samples were then centrifuged; the cell pellet was resuspended in DMEM/F12 medium and filtered through a 70  $\mu$ m cell strainer. The samples were centrifuged again, and the pellet was resuspended in 50  $\mu$ L of Matrigel (Corning). 10  $\mu$ L of organoid suspension was dropped in 5 wells of a pre-warmed 48-well plate. The plate was placed at 37°C to allow the Matrigel drops to solidify and 250  $\mu$ L of Organoid medium (DMEM/F12 + Glutamax with addition of 1X N-2 Supplement, 1X B27 Supplement, 100 ng/mL Neuregulin, 100 ng/mL Noggin and 100 ng/mL R-spondin) was added in each well. Medium was exchanged twice a week and every 2 to 3 weeks, the organoids were passaged. For passaging, the matrigel domes were washed with PBS and depolymerized in 250  $\mu$ L CultRex<sup>TM</sup> organoid harvesting solution (R&D systems) on

ice for 1-2h. The organoid suspension from several wells was combined in one centrifugation tube and washed in cold PBS. The organoids were partially dissociated in TrypLE Express Enzyme (Thermo Fisher Scientific) for 2 to 5 min at 37°C. After washing with PBS, the organoids were resuspended in matrigel and seeded again in a new 48-well plate.

#### *Colony forming assay*

Luminal or luminal progenitor cells were isolated from mouse mammary glands and sorted in 96-well plate filled with EpiCULT medium (STEMCELL Technologies) supplemented with 5% FBS, 10 ng/mL EGF, 10 ng/mL FGF and 4 µg/mL heparin. 500 luminal cells or 200 luminal progenitors were then transferred to a 48-well plate previously filled with 10,000 NIH3T3 irradiated feeder cells per well and incubated at 37°C, 5% CO<sub>2</sub>. 24h later the medium was exchanged for EpiCULT medium supplemented, 10 ng/mL EGF, 10 ng/mL FGF and 4 µg/mL heparin and without FBS. When needed, doxycycline (10 µg/mL) or Ethanol was added (1:1000) to the culture medium. Cells were incubated for 7 days and medium was exchanged every 2 days. Colonies that ultimately formed were fixed for 1 min in methanol and stained in 10% Giemsa staining solution for 20 min.

#### *Western blotting*

Cells were lysed in RIPA buffer (50 mM Hepes pH 7.9, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% Na-deoxycholate, 0.1% SDS) containing sodium pyrophosphate and protease inhibitor cocktail (Sigma). Lysates were cleared by centrifugation, separated on 8% Bis-Tris gels and transferred to a PVDF membrane (Millipore). Membranes were blocked with 5% skim milk powder in TBS, probed with primary antibodies diluted in 5% BSA in TBS and finally incubated with the appropriate horseradish peroxidase-coupled secondary antibodies. Visualization was performed using chemiluminescence HRP substrate (Immobilon Western, Millipore).

#### *RNA-Sequencing*

For all RNA-Sequencing samples, three biological replicates per condition were analyzed. Total RNA was extracted using RNeasy® Micro Kit (Qiagen) with on-column DNaseI (Qiagen) digestion. RNA integrity (all processed samples had a RIN>8) was

verified with the Agilent Bioanalyzer 2100 automated electrophoresis system (Agilent Technologies). mRNA (at least 10 ng) was isolated using the NEBNext® Poly(A) mRNA Magnetic Isolation Module (NEB) and library preparation was conducted with the NEBNext® Ultra RNA Library Prep Kit for Illumina (NEB) with Dual Index Primers (NEBNext® Multiplex Oligos for Illumina, NEB) or with NEBNext® Single Cell/Low Input RNA library kit (NEB) for low number of cells following the manufacturer's description. Cycles for amplification of the cDNA were determined by qRT-PCR. Libraries were quantified with the Agilent 2100 Bioanalyzer automated electrophoresis system (Agilent Technologies) and subjected to 51 bp single-end Illumina Sequencing on a HiSeq 2500 in high-output mode. Reads were extracted in FastQ format using bcl2fastq v1.8.4 (Illumina).

### *RNA-Sequencing analysis*

Adapter removal, size selection (reads > 25 nt) and quality filtering (Phred score > 43) of FASTQ files was performed with cutadapt (<http://cutadapt.readthedocs.io/en/stable/guide.html#>). Reads were then aligned to the mouse genome (mm10) using bowtie2 (v2.2.9) using default settings. Differential gene expression analysis was performed with edgeR (v3.26.8) using default parameters. PCA analysis was performed using DESeq2 on the 500 most variable genes.

### *qRT-PCR*

RNA was extracted with peqGOLD TriFast Reagent (Pepqlab). First-strand cDNA synthesis was performed using M-MLV Reverse Transcriptase (Promega) and random hexamers (Sigma) according to standard procedures. PCR reaction was performed in technical triplicates using Innumix SybrGreen Mix (Analytik Jena). Gene expression was analyzed with a StepOnePlus™ Real-Time PCR System (Thermo Fisher Scientific). The expression values were normalized to *B2m* as housekeeping gene using the ddCt method. The primer sequences are listed in Supplementary Table 6.

### *CUT&RUN*

Briefly, for each CUT and RUN reaction 200,000 sorted mouse luminal cells were washed, resuspended in 100 µl wash buffer (20 mM HEPES, pH7.5, 150 mM NaCl, 0.5 mM Spermidine) and bound to 10 µl activated concanavalin A magnetic beads for 10 min at room temperature. Bead-bound cells were then incubated in 100 µl antibody

buffer (wash buffer + 0.01% digitonin and 2 mM EDTA) with the desired antibody (1:100) overnight at 4°C. As negative control an IgG rabbit antibody was used. Beads were washed in digitonin wash buffer (wash buffer + 0.01% digitonin) and incubated 1h at 4°C with 1 µg/mL protein A/G Micrococcal Nuclease fusion protein (pA/G MNase). After 3 washing steps in digitonin wash buffer, beads were rinsed with Low salt buffer (20 mM HEPES, pH7.5, 0.5 mM Spermidine, 0.01% digitonine) and placed in 200 µl incubation buffer (20 mM HEPES, pH7.5, 10 mM CaCl<sub>2</sub>, 0.01% digitonin) at 0°C to initiate cleavage. After 30 min, reactions were stopped by adding 200 µl STOP buffer (170 mM NaCl, 20 mM EGTA, 0.01% digitonin, 50 µg/ml RNase A) and samples were incubated 30 min at 37°C to digest the RNA and release the DNA fragments. The samples were then treated with proteinase K for 1h at 50°C and the DNA was purified using Phenol/Chloroform/Isoamyl alcohol. After precipitation with glycogen and Ethanol, the DNA pellet was resuspended in 0.1 X TE and used for DNA library generation with the NEBNext® Ultra™ II DNA Library Prep Kit for Illumina® (New England Biolabs) according to the manufacturer's recommendations. Adaptor ligation was performed with 1:25 diluted adaptor and 15 cycles were used for library amplification.

### *scATAC-Seq*

Cells were isolated from mammary gland organoids from three different TRPS1 depletion mice of the *shTrps1#2* line. Prior to cell isolation, organoids were treated for 7 days with doxycycline (1:1000) or with Ethanol as control. Organoids were harvested in CultRex™ organoid harvesting solution (R&D systems), washed with PBS and dissociated in TrypLE Express Enzyme (Thermo Fisher Scientific) for 3 min at 37°C, washed again with cold PBS. Cells debris were eliminated using debris removal solution according to the manufacturer's recommendation (Miltenyi). Cells were then resuspended in PBS 0.04% BSA and counted. For each sample (Dox treated or Ethanol control) 20,000 cells from each animal were mixed and cells were transferred into a round-bottom 96 well plate (60,000 cells in total per sample). Nuclei were isolated by lysing the cells with chilled lysis buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl<sub>2</sub>, 0.1% Tween 20, 0.1% Nonidet P40, 0.01 % Digitonin, 1 % BSA) on ice for 3 min 30 s. Cells were washed with wash buffer (10 mM Tris-HCl pH 7.4, 10

mM NaCl, 3 mM MgCl<sub>2</sub>, 0.1% Tween 20, 1 % BSA). Supernatant was discarded and cells were resuspended in 1X Nuclei Buffer (10X Genomics, PN-2000153/ 2000207). Nuclei suspensions were processed using the 10x Genomics Chromium Controller and Chromium Next GEM Single Cell ATAC Reagent Kits v2 according to the manufacturer's protocol (CG000496). 7600 nuclei were loaded onto the Chromium Controller to recover 5000 nuclei for library preparation and sequencing. Total yield and quality of cDNA was assessed on DNA 7500 assay (Agilent 2100 Bioanalyzer). The libraries were pooled and sequenced on Illumina NovaSeq 6000 System in combination with SP 100 cycles v1.5 kit. The following sequencing cycles were performed: R1 (sequencing of interest: 51 bp; R2 (sequencing of interest): 51 bp; i7 index (sample index): 8 bp; i5 index (10X barcode): 16 bp. Extraction of FastQ files was done using bcl2fastq v2.20.0.422 (Illumina).

#### *scATAC-Seq analysis*

FASTQ files were analyzed by the 10X Genomics cellranger-atac pipeline (v1.2.0). The transcription factor motif accessibility is taken from the cellranger output. ChromVAR was used to cluster the cells based on their accessibility in peaks for all motifs from the JASPAR2016 database comprising 386 transcription factor binding motifs.

#### *Immunofluorescence on mammary gland tissue sections*

Mammary gland samples were fixed in PFA 4% for 1h at RT rinsed in PBS and Ethanol 50% and embedded in paraffine. Paraffine blocks were cut in 10 µm-thick sections. Sections were blocked for 1h in blocking buffer (1X TBS, 0.3% Triton X-100, 5% Goat serum, Fab Fragments goat anti-mouse) and incubated with a mixture of primary antibody (against TRPS1, GFP and Krt8, see Table S5) overnight at 4°C. Sections were then washed 3 times with 1X TBS and incubated with a mixture of secondary antibodies (AF546-anti-rabbit, AF488-anti-mouse, AF647-anti-rat, see Table S5) for 30 min at RT. After washing with 1X TBS, sections were stained with Hoechst (1:1000), washed again and mounted into Fluoromount medium (Thermo Fisher Scientific). Pictures were taken using an Apotome microscope (Zeiss).

Cryosections were obtained by flash freezing fresh mammary gland tissue in x medium. Frozen blocks were then cut in 10 µm-thick sections. Sections were fixed in

PFA 4% for 10 min at RT and stained the same way as the paraffine embedded sections.

#### References:

1. Premsrirut, P.K., et al., *A Rapid and Scalable System for Studying Gene Function in Mice Using Conditional RNA Interference*. Cell, 2011. **145**(1): p. 145-158.
2. Dow, L.E., et al., *Conditional reverse tet-transactivator mouse strains for the efficient induction of TRE-regulated transgenes in mice*. PloS one, 2014. **9**(4): p. e95236.
3. Fuchs, H., et al., *Mouse phenotyping*. Methods, 2011. **53**(2): p. 120-135.
4. Fuchs, H., et al., *Understanding gene functions and disease mechanisms: Phenotyping pipelines in the German Mouse Clinic*. Behavioural Brain Research, 2018. **352**: p. 187-196.
5. Moreth, K., et al., *High-throughput phenotypic assessment of cardiac physiology in four commonly used inbred mouse strains*. Journal of Comparative Physiology B- Biochemical Systems and Environmental Physiology, 2014. **184**(6): p. 763-775.
6. Oestereich, M.A., et al., *Comprehensive ECG reference intervals in C57BL/6N substrains provide a generalizable guide for cardiac electrophysiology studies in mice*. Mammalian Genome, 2023.
7. Spielmann, N., V. Gailus-Durner, and M.H. de Angelis, *Extensive identification of genes involved in congenital and structural heart disorders and cardiomyopathy*. Transgenic Research, 2022. **31**(Suppl 1): p. 18-18.

How the deposited data were processed for this re-analysis (not part of the article)

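RNA from c-Kit high luminal progenitors (LP) and c-Kit low mature luminal cells was compared in 4 LP and 4 mature libraries. The authors trimmed the reads with cutadapt, aligned them to mm10 with bowtie2 and deposited raw counts per gene without normalization, as whole numbers for 24594 genes listed by Entrez Gene ID. The program that counted the reads, its annotation and its treatment of reads matching several genes are not named in the paper's text. Symbols and positions came from the RefSeq annotation of mm10, and 24570 IDs matched. Expression in the other experiments of the paper was not analysed here.

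Library totals, in counts on genes, were 6373384, 6461942, 5510863 and 7089597 for LP replicates 1 to 4 and 7791593, 4410049, 7141062 and 6705597 for mature replicates 1 to 4. Of the listed genes, 18975 had a count in any library. Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3, and with DESeq2 1.42.0. Further tests used Python 3.11.15, scipy 1.17.1, pandas 2.3.3 and BLAST 2.17.0. Normalization was by TMM, genes were filtered with filterByExpr grouped by fraction, which left 12816, and LP was compared with mature cells by the quasi-likelihood F-test of edgeR with Benjamini-Hochberg adjustment over all tested genes. The standard error of a log2 fold change was computed as its absolute value divided by the square root of F. CPM values are counts scaled by edgeR to a common library size, with no added count. The biological coefficient of variation common to all genes was 0.393. The thresholds were an adjusted p-value under 0.05, and an adjusted p-value under 1e-4 with an absolute log2 fold change above 1. The paper's text prints the latter pair as "Log2FC < 1, padj < 1e-4", and reading its first part as an absolute log2 fold change above 1 is an interpretation made here.

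The alternatives set before the data were examined were median-of-ratios (RLE) and upper-quartile factors, the DESeq2 Wald test, the edgeR exact and likelihood ratio tests, no filter, at least 10 counts in every library, a replicate block, counts thinned to the smallest library, each library or replicate pair left out, a test against a log2 fold change of 1, and no threshold on the log2 fold change. After the values had been seen, 14 further fits and 32 further threshold settings were added. They combined the likelihood ratio test with a replicate block, the DESeq2, exact and likelihood ratio tests with no filter, the exact test with a dispersion common to all genes, the likelihood ratio and exact tests with each replicate pair left out, and adjusted p-values under 0.01 and 0.1. In all 36 fits were run, 16 of them with all 8 libraries.

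Named genes were chosen by a rule fixed before the data were examined, namely the genes the paper's Results name as markers or targets, the sorting markers, and up to 5 genes in each direction with the largest changes among those with an adjusted p-value under 1e-4, a mean of at least 3 log2 CPM and the same direction in all 4 replicate pairs. Myl9 was left out of the test by the filter on low counts. The actin-related genes of Additional file 5 were tested as a set with camera in limma, two-sided.

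The tests were checked on simulated data with the library sizes and dispersions of the experiment. Of 200 genes changed by 2 on the log2 scale, the quasi-likelihood test recovered 76.5% at an adjusted p-value of 0.05 and 11% at 1e-4, and the likelihood ratio test 84.5% and 66%. Of 4000 changed genes, the quasi-likelihood test recovered 86.8% and 47.3%, and the likelihood ratio test 90.0% and 68.3%. In the simulation with 200 changed genes, false calls made up 7.8% of the quasi-likelihood calls at 0.05 and 0% at 1e-4, 20.7% and 5.7% of the likelihood ratio calls, and 22.2% and 5.5% of the DESeq2 calls. With no gene changed, the quasi-likelihood test called 0 genes at 0.05 and the likelihood ratio test 9, 2 of which also passed 1e-4.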

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

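The 4 tests in this part were chosen only after the values had been seen. In LP replicate 3, Ccn2 had 8.96 CPM against 2.90, 2.44 and 3.47 in LP replicates 1, 2 and 4, and Wwtr1 had 168 CPM against 73.8, 89.1 and 81.9. The gap to the nearest library was 0.843 of the range for Ccn2 and 0.837 for Wwtr1, above Dixon's limit for 4 samples. Of 68 groups of libraries examined in this way 2 exceeded the limit, where chance gives 3.4, so the number is no larger than chance gives, although both come from the same library.

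Mature cells or their RNA in LP replicate 3 were tested with 1085 genes that were higher in mature cells in a fit without replicate 3. They were present in LP replicate 3 at a median excess of 0.0473 of their mature level, less than the share of 0.138 that Ccn2 needs and of 1.16 that Wwtr1 needs, so mature cells at the level of the other mature libraries do not account for the values. With mature replicate 3, which carries the same mouse number, as the source, the median share was 0.0588, above the 0.0315 that Ccn2 needs and below the 0.464 that Wwtr1 needs, so mature cells of the same mouse remain open for Ccn2 and do not account for Wwtr1. Basal myoepithelial cells were tested with 5 marker genes. Their summed CPM was highest in LP replicate 3, at 49.7 against 32.9, 33.9 and 18.8, but its gap ratio was 0.511, which decides nothing with 4 libraries. Library depth was tested by thinning each library once to the smallest total. The gap ratio fell to 0.799 for Wwtr1 and 0.687 for Ccn2, under Dixon's limit, which the test had set as the sign of a depth effect. At equal depth, however, Wwtr1 was 170.0 CPM in replicate 3 against 75.2, 94.3 and 84.9, and Ccn2 was 9.33 CPM against 2.73, 1.27 and 3.79, so depth does not account for replicate 3 being the highest, and thinning changed only whether its gap exceeds the limit. Mature replicate 3 was also the highest mature library, with 194 CPM of Ccn2 against 31.1, 61.2 and 47.6, and 268 CPM of Wwtr1 against 134, 188 and 147. A difference of that mouse, or of the handling of its cells, was not tested, since only 1 mouse gave replicate 3. The values cannot be told apart from basal cells, the mouse, chance or, for Ccn2, mature cells of the same mouse.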

How the results depend on the processing

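Unless a sentence says otherwise, the alternatives below were chosen before the data were examined. With the quasi-likelihood test of edgeR, 3 genes (2 higher in LP and 1 higher in mature cells) had an adjusted p-value under 1e-4 and an absolute log2 fold change above 1. This count depended on the test. It was 1069 with the DESeq2 Wald test (479 higher in LP, 590 in mature cells), 1019 with the edgeR exact test (443 and 576) and 1037 with the edgeR likelihood ratio test (452 and 585). Within the quasi-likelihood test it was 15 with median-of-ratios factors (9 and 6), 5 with upper-quartile factors (4 and 1), 22 without a filter on low counts (13 and 9), 69 with at least 10 counts in every library (28 and 41) and 22 with counts thinned to the smallest library (11 and 11). With the replicate block it was 0 (0 in each direction), with 4779 genes at an unadjusted p under 0.05, and tested against a log2 fold change of 1 it was 0, with 1566 genes at an unadjusted p under 0.05. Without a threshold on the log2 fold change the counts were the same, 3, 2 and 1. Across all fits that left out a library or a replicate pair, it ran from 0 to 1186 genes, from 0 to 564 higher in LP and from 0 to 622 higher in mature cells. Within the quasi-likelihood test, only the fit without mature replicate 3 gave any, 81 genes (39 and 42), and the other fits, with 0 genes, had between 3762 and 4741 genes at an unadjusted p under 0.05. The likelihood ratio and exact tests without a replicate pair, chosen after the values were seen, gave between 524 and 1186. The cause was not tested. In simulated libraries of this size the quasi-likelihood test recovered 11% of 200 changed genes at 1e-4 and the likelihood ratio test 66%. With 4000 changed genes they recovered 47.3% and 68.3%, and the quasi-likelihood test made 1893 calls. Every simulated change was 2 on the log2 scale, so for changes of that size the number of libraries does not hold its count at 3. Smaller changes were not simulated, so what limits the count in the data is not shown. At 1e-4 with 200 changed genes, 0% of the quasi-likelihood calls were false, against 5.7% for the likelihood ratio test and 5.5% for DESeq2. With 4000 changed genes the shares were 0%, 0.1% and 0.1%.

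The next fits were chosen after the values were seen. The stricter count was 1237 with the likelihood ratio test and replicate block (581 higher in LP, 656 in mature cells), 1078 with DESeq2 and no filter (507 and 571), 932 with the exact test and no filter (458 and 474), 968 with the likelihood ratio test and no filter (477 and 491), 945 with the exact test and a dispersion common to all genes (417 and 528), and 836 when that test also had no filter (354 and 482). The cause was not tested.

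At the same level, 2 genes of the progenitor set and 0 of the mature set passed, where all 318 mature set genes had an unadjusted p under 0.05. The progenitor and mature set counts were 6 and 4 with median-of-ratios factors, 168 and 266 with DESeq2, 162 and 251 with the exact test, 163 and 256 with the likelihood ratio test, 8 and 7 without a filter, 16 and 22 with at least 10 counts in every library, and 8 and 8 after thinning. The replicate block gave 0 genes of the progenitor set. Over the fits that left out a library or a replicate pair they ran from 0 to 182 and from 0 to 268. Fits chosen after the values were seen gave 185 and 264 with the likelihood ratio test and replicate block, 174 and 254 with DESeq2 and no filter, 168 and 221 with the exact test and no filter, 170 and 221 with the likelihood ratio test and no filter, 81 and 107 with a common dispersion, and 60 and 67 with a common dispersion and no filter. The last of these also left 188 mature set genes with an adjusted p-value under 0.05. The cause was not tested.

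The count of 3161 genes with an adjusted p-value under 0.05 stayed within 1.5 times in each of the 16 fits with all 8 libraries, between 2863 and 4063. The calls shared with the 3161 numbered between 2709 and 3159 in the other fits with all 8 libraries, except for the exact test with a common dispersion, which shared 1931 of its 2863 calls, or 1480 of 3023 without a filter. Over the fits that left out libraries the count ran from 1485 to 4572. This range includes thresholds of 0.01 and 0.1 for the likelihood ratio and exact tests only. In the quasi-likelihood test the count ran from 1615 to 3414 at 0.05. At 0.01 that test gave from 268 genes, without replicate pair 2, to 1640, without mature replicate 3. At 0.05 the fits that left out libraries gave 736 to 1794 genes higher in LP and 879 to 2018 higher in mature cells. Genes that also had an absolute log2 fold change above 1 numbered from 1299 to 2657. The next counts used all 8 libraries and thresholds chosen after the values were seen. At 0.1 DESeq2 without a filter gave 4926 genes, and the likelihood ratio test with a replicate block gave 4912. At 0.01 the exact test with a common dispersion gave 1938 with the filter and 2000 without it. The quasi-likelihood test at 0.01 gave 1564, or 1212 with the replicate block and 1298 without a filter. An unadjusted p under 0.05 in the likelihood ratio test gave 5005 with the filter and 5953 without it. The cause was not tested.

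The labels were tested by splitting the 8 libraries in other ways, with the quasi-likelihood test unless another is named. Of the 8 splits that part all 4 same-numbered pairs, 1, the real one, gave as many genes at 0.05, and 1 gave as many at the stricter level. The other 7 gave 0 genes at either level, with 90 to 1128 genes at an unadjusted p under 0.05. The smallest share that these 8 splits allow is 0.125, so they cannot give one under 0.05. Of all 35 splits of the libraries, which include splits that part fewer pairs, the real one was the only one to give any gene, and the others had at most 1150 genes at an unadjusted p under 0.05. With the likelihood ratio test, other splits also gave genes, at most 9 at 0.05 and 3 at 1e-4 in the other 7 and at most 30 and 4 in all others, against 3736 and 1115 in the real split, here without a threshold on the log2 fold change.

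Trps1 stayed higher in LP with an adjusted p-value under 0.05 in all 35 alternatives. Among 30 other named genes, 1046 alternatives gave 41 reversals, 43 calls gained and 11 calls lost, in 15 genes. The reversals lie in genes with changes close to 0. For Actn1 the log2 fold change was 0.0116 with upper-quartile factors, 0.0434 without a filter and, in fits without a filter chosen after the values were seen, 0.0146 with DESeq2, 0.0434 with the exact test, 0.0434 with the likelihood ratio test and 0.0437 with a common dispersion. For Mtor it was 0.0190 with upper-quartile factors, 0.0467 without a filter, 0.0553 with the replicate block, 0.0300 after thinning and, in fits chosen after the values were seen, 0.0540 with the likelihood ratio test and replicate block, and without a filter 0.0142 with DESeq2, 0.0451 with the exact test, 0.0451 with the likelihood ratio test and 0.0464 with a common dispersion. With libraries left out, Actn1 ran from -0.163 to 0.178, Mtor from -0.308 to 0.367, Arhgap26 from -0.230 to 0.0385 and Itga6 from -0.362 to 0.0849. The median of the actin-related genes, -0.0162, was 0.0190 with upper-quartile factors, 0.0435 without a filter and, in fits without a filter chosen after the values were seen, 0.0116 with DESeq2, 0.0426 with the exact test, 0.0426 with the likelihood ratio test and 0.0435 with a common dispersion. The reversals of these 3 results with upper-quartile factors or without a filter follow a shift common to all genes. The median shift over the genes tested in both fits was 0.0332 with upper-quartile factors and 0.0627 without a filter, and relative to it Actn1 was -0.0216 and -0.0193, Mtor -0.0142 and -0.0160, and the actin-related median -0.0142 and -0.0192. In the added fits without a filter the 3 values were also negative relative to the shift. For Mtor with the replicate block or after thinning, and for the fits with libraries left out, the cause was not tested.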

Differences from the paper's values

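The paper's text gives 4000 differentially expressed genes between LP and mature cells, with its adjusted p-value threshold of 1e-4, and 3 genes passed that threshold with an absolute log2 fold change above 1 here. None of the alternatives set before the data were examined closed the gap, the largest count among them being 1069 with the DESeq2 Wald test. Of all 36 fits, 0 came within 1.5 times of the paper's count at 1e-4. The highest counts were 1342 without the threshold on the log2 fold change, in the fits with all 8 libraries, and 1237 with it. At an adjusted p-value under 0.05 without a threshold on the log2 fold change, 26 of the 36 fits came within 1.5 times of the paper's count, including the quasi-likelihood test with 3161 genes. With an absolute log2 fold change above 1 as well, 2 fits did, with 2863 and 3023 genes from the exact test with a common dispersion, chosen after seeing the values. The nearest counts were 4063 genes (1950 higher in LP, 2113 in mature cells) from the likelihood ratio test with a replicate block and 3958 (1857 and 2101) from DESeq2 without a filter, both chosen after seeing the values together with 12 other fits and 32 threshold settings. At 0.01 without a threshold on the log2 fold change 3 fits came within 1.5 times, and at 0.1 all 36 did, or 10 with an absolute log2 fold change above 1. At an unadjusted p under 0.05 all 36 did, or 18 with an absolute log2 fold change above 1. These thresholds were also chosen after seeing the values.

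By direction, the paper's figure shows about 1900 genes higher in LP and about 2100 higher in mature cells (Fig. 3c, read by eye), against 2 and 1 here. None of the alternatives set before the data were examined closed either gap at 1e-4, the nearest being the DESeq2 Wald test with 479 and 590. DESeq2 without a filter, chosen after seeing the values, gave 1857 and 2101 at an adjusted p-value under 0.05. That count used no threshold on the log2 fold change.

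The largest -log10 adjusted p-value in the paper's figure is about 66 (Fig. 3c, read by eye), against 4.3 here. Of the alternatives set before the data were examined, it was 68.3 with the DESeq2 Wald test, 47.5 with the edgeR exact test and 47.7 with the edgeR likelihood ratio test, all within 1.5 times of the paper's, and at most 5.21 in the other alternatives. Fits chosen after seeing the values also came within 1.5 times, among them DESeq2 without a filter with 66.05, the likelihood ratio test with a replicate block with 53.7, and without a filter the exact test with 46.1 and the likelihood ratio test with 46.4. So did the likelihood ratio and exact tests without replicate pair 1 (59.2 and 58.2) and without replicate pair 3 (54.0 and 54.9). DESeq2 without a filter was thus near the paper's total, both directions and largest value at once, with genes counted at 0.05. At 1e-4 the same fit gave 1247 genes without a threshold on the log2 fold change. The Additional Methods name edgeR for the test, so this does not show how the paper's figure was made.

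The paper's text gives Trps1 as about 5 times higher in LP by qRT-PCR (Fig. 3b), which is another assay. It was 2.42 times higher in the RNA sequencing here. The 4 replicate pairs gave 3.07, 3.39, 1.87 and 1.96 times, with an SD of 0.773. Replicates 1 and 2, with the larger folds, also lay above replicates 3 and 4 on the second principal component. Its values for replicates 1 to 4 were 16.1, 20.1, -11.2 and 4.6 in LP and 32.8, 43.1, -57 and -48.4 in mature cells. A batch shared by replicates 1 and 2 or by 3 and 4 was not tested, so the SD may include such a difference. None of the alternatives set before the data were examined closed the gap, with values between 2.18 and 2.92.

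The paper lists gene sets for LP and mature cells, of which 2 and 0 genes passed an adjusted p-value of 1e-4 with an absolute log2 fold change above 1 here, although every listed gene had the direction of its set. Of the alternatives set before the data were examined, the DESeq2 Wald test passed 168 and 266 of them, the edgeR exact test 162 and 251, and the likelihood ratio test 163 and 256. The most were passed by the likelihood ratio test with a replicate block for LP, 185, chosen after seeing the values, and by the DESeq2 Wald test for mature cells among fits with all 8 libraries.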

Other observations

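The tests of mature replicate 3 and of the stress genes were chosen only after the values were seen. Bowtie2 does not split reads across introns, so reads that span exon junctions of a gene might be placed on an intronless copy of it. Among 228 tested single-exon genes, 39 were copies of a multi-exon gene, and the log2 fold change of a copy differed from that of its parent by a median of 0.26, against 1.04 for random genes of like expression. No draw of 10000 was as close (share 0.0001, the smallest they can give). The changes of copies and parents had a Spearman correlation of 0.839 across genes, which are not independent replicates, and all 16 copies with an adjusted p-value under 0.05 had the direction of the parent. The values are consistent with reads of the parent counted on the copy. Regulation shared between copy and parent was not tested. Of the named genes, Tuba1c has 65.9% of its transcript near-identical to other genes and its log2 fold change of 1.03 is uncertain for that reason.

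GC content and exonic length were tested as sources of the differences between LP and mature cells, over the 95.2% of tested genes with a value. Spearman's correlation with the log2 fold change across genes was 0.0203 for GC content and -0.00222 for length, both far under the limit of 0.2. With the replicate block they were 0.0241 and -0.000884. These properties do not explain the differences.

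Mature replicate 3 lay nearer to the LP libraries than the other mature libraries on the first principal component. After thinning to the smallest library it was still the nearest, at -32.6, so depth does not account for its place. If the library held LP cells or their RNA, genes high in LP would be present at a share of their LP level while genes high in mature cells keep the rest. In a fit without replicate 3, the 1029 genes higher in LP were present at a share of 0.174, and the 1086 genes higher in mature cells kept 0.741 of their level, or 0.791 relative to what the other mature libraries kept when held out. The limit of 0.726 was set at 0.1 under the rest that a share of 0.174 leaves, and both values pass it only with that allowance. Mature replicates 1, 2 and 4 kept 1.02, 0.977 and 0.815 when held out, and replicate 4 did so with an LP share of 0.0352, so mature-high genes also fell where little LP material was found. By this test LP cells or RNA in mature replicate 3 are a candidate explanation, within the limit that the marker genes below set. The test does not separate that explanation from a lower level of mature genes for another reason. The summed CPM of 7 LP marker genes in mature replicates 1 to 4 were 562, 1029, 2920 and 2119, so mature replicate 4 also holds more than replicates 1 and 2. In LP replicates 1 to 4 the sums were 34953, 36583, 26478 and 41150, so the sum in mature replicate 3 stayed under a share of 0.174. Cd14 lay under that share too, at 321 CPM against an LP mean of 14087. Kit (179 against 657) and Elf5 (112 against 217) lay above it, so LP genes were not present at 1 common share. LP cells like those of the LP libraries would have brought Cd14 and the marker sum to at least a share of 0.174. These values argue against such cells at that share, though not against a smaller one. A difference of the mouse that gave replicate 3 was not tested.

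Immediate-early and heat-shock genes, which respond to tissue dissociation and sorting, were mostly lower in LP. Of 11 listed genes 10 were tested, with a median log2 fold change of -1.62, outside the central 95% of 10000 random lists of like expression, which ran from -0.88 to 0.25. Of these, 8 were lower in LP, 6 of them with an adjusted p-value under 0.05. Ier2 went the other way (log2 fold change 1.405, adjusted p = 0.00102 from edgeR), as did Egr1 (1.17, 0.113). Hspa1a and Hspa1b are near-identical copies and count as the same evidence. Within fractions the stress genes varied with a median SD of 0.61 on the log2 scale, against 0.27 for matched lists. Their summed CPM was 1573, 1561, 2117 and 1765 in LP replicates 1 to 4 and 4986, 4138, 18104 and 4474 in mature replicates 1 to 4. A stress response to sorting that differed between fractions remains an explanation, and a difference between LP and mature cells themselves cannot be told apart from it.

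Of the lists of marker genes, 8 of 8 tested hormone-sensing luminal genes were lower in LP with an adjusted p-value under 0.05 (median log2 fold change -3.06). All 7 LP markers were higher in LP, 6 with an adjusted p-value under 0.05 over all genes and 7 over the list alone. The lists for basal, immune, endothelial, fibroblast and erythroid cells had 0 genes with an adjusted p-value under 0.05 among those tested, and only 5, 1, 1, 3 and 1 genes of these lists were tested.

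Of the 83 actin-related TRPS1 targets in Additional file 5, which come from another experiment, 75 were tested, 36 higher and 39 lower in LP, with a median log2 fold change of -0.02. No difference of the set between LP and mature cells was detected by camera (p = 0.683, and 0.734 with the replicate block) or by a two-sided exact permutation test of its mean log2 CPM, added after the values were seen (difference -0.07, p = 0.229). In the set, 25 genes had an adjusted p-value under 0.05, both over all genes and over the list alone, where the rate of all tested genes gives 18.5.

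Among the genes the paper names as targets of YAP or SRF, which are not in that list, directions differed. Ccn2 (log2 fold change -4.24, adjusted p = 0.0014 from edgeR), Ccn1 (-1.82, 0.0159) and Klf6 (-1.58, 0.00378) were lower in every LP library than in every mature library. Each was highest in mature replicate 3 (194, 1092 and 1827 CPM), which also had the largest sum of the stress genes. A stress response to sorting was not separated from these differences. With a replicate pair left out, the adjusted p-value of Ccn1 rose to as much as 0.0741. Tuba1c was higher in LP (1.03, 0.00343), with the limit given above and adjusted p-values between 1.19e-05 and 0.119 over its alternatives, and Actn1 (-0.02, 0.964, with a direction that reversed under other settings) and Cald1 (-0.53, 0.238) did not pass 0.05. Acta2 (-2.47, 0.0784) did not pass either, although it was lower in every LP library than in every mature library, and its adjusted p-values over the alternatives lay between 6.32e-06 and 0.192. Myl9 was not tested. Transcript Gm15270 overlaps Ccn2.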
